# Histone H2Bub1 deubiquitylation is essential for mouse development, but does not regulate global RNA polymerase II transcription

**DOI:** 10.1038/s41418-021-00759-2

**Published:** 2021-03-17

**Authors:** Fang Wang, Farrah El-Saafin, Tao Ye, Matthieu Stierle, Luc Negroni, Matej Durik, Veronique Fischer, Didier Devys, Stéphane D. Vincent, László Tora

**Keywords:** Development, Gene expression, Gene regulation, Histone post-translational modifications, Epigenetics

## Abstract

Co-activator complexes dynamically deposit post-translational modifications (PTMs) on histones, or remove them, to regulate chromatin accessibility and/or to create/erase docking surfaces for proteins that recognize histone PTMs. SAGA (Spt-Ada-Gcn5 Acetyltransferase) is an evolutionary conserved multisubunit co-activator complex with modular organization. The deubiquitylation module (DUB) of mammalian SAGA complex is composed of the ubiquitin-specific protease 22 (USP22) and three adaptor proteins, ATXN7, ATXN7L3 and ENY2, which are all needed for the full activity of the USP22 enzyme to remove monoubiquitin (ub1) from histone H2B. Two additional USP22-related ubiquitin hydrolases (called USP27X or USP51) have been described to form alternative DUBs with ATXN7L3 and ENY2, which can also deubiquitylate H2Bub1. Here we report that USP22 and ATXN7L3 are essential for normal embryonic development of mice, however their requirements are not identical during this process, as *Atxn7l3*^−/−^ embryos show developmental delay already at embryonic day (E) 7.5, while *Usp22*^*−/−*^ embryos are normal at this stage, but die at E14.5. Global histone H2Bub1 levels were only slightly affected in *Usp22* null embryos, in contrast H2Bub1 levels were strongly increased in *Atxn7l3* null embryos and derived cell lines. Our transcriptomic analyses carried out from wild type and *Atxn7l3*^*−/−*^ mouse embryonic stem cells (mESCs), or primary mouse embryonic fibroblasts (MEFs) suggest that the ATXN7L3-related DUB activity regulates only a subset of genes in both cell types. However, the gene sets and the extent of their deregulation were different in mESCs and MEFs. Interestingly, the strong increase of H2Bub1 levels observed in the *Atxn7l3*^−/−^ mESCs, or *Atxn7l3*^−/−^ MEFs, does not correlate with the modest changes in RNA Polymerase II (Pol II) occupancy and lack of changes in Pol II elongation observed in the two *Atxn7l3*^−/−^ cellular systems. These observations together indicate that deubiquitylation of histone H2Bub1 does not directly regulate global Pol II transcription elongation.

## Introduction

During mouse embryonic development, dynamic modifications of chromatin are essential, as loss of chromatin-modifying enzymes, both writers and erasers, can lead to embryonic lethality, although with different severity [1]. Histone H2B can be modified by the dynamic addition of a single ubiquitin (ub1) molecule on lysine 120 in mammals (H2Bub1). The deposition of mono-ubiquitin onto H2B is catalyzed by the RNF20/RNF40 complex in mammals [2–4]. The exact cellular function(s) of the H2Bub1 chromatin mark is not yet fully understood, however, it was suggested that H2Bub1 weakens DNA-histone interactions and therefore disrupts chromatin compaction [5]. H2Bub1 mark was suggested to play a role in several DNA-related and epigenetically regulated processes, such as transcription, repair, replication, homologous recombination, as well as in mRNA processing and export [6–15]. Indeed, chromatin immunoprecipitation coupled to sequencing studies revealed that H2Bub1 is found at gene bodies of expressed genes and is absent from non-expressed chromosomal regions, suggesting that H2Bub1 may be involved in transcription elongation [16–20]. Intriguingly, however, when H2Bub1 deposition was disrupted in mammalian cells by knockdown of RNF20 or knock-out of RNF40, the expression of only a small subset of genes was affected [7, 12, 21]. H2Bub1 has also been implicated in histone crosstalk and shown to be a prerequisite for trimethylation of histone 3 lysine 4 (H3K4me3) around promoter regions both in yeast and mammalian cells [22–27].

H2Bub1 is erased by the deubiquitylation module (DUB) of the co-activator Spt-Ada-Gcn5 acetyltransferase (SAGA) complex [28–31], composed of the ubiquitin-specific protease 22 (USP22) and the ATXN7, ATXN7L3, and ENY2 adaptor proteins, needed for the full activity of USP22 enzyme [32]. ATXN7L3 is critical for directing the DUB module substrate specificity toward H2Bub1 [33]. In human cells, depletion of either ENY2 or ATXN7L3 adaptor protein resulted in a nonfunctional USP22 enzyme [15, 19, 32, 34]. Two additional USP22-related ubiquitin hydrolases (called USP27X or USP51) can also interact with ATXN7L3 and ENY2, and deubiquitylate H2Bub1 independently of the SAGA complex [34]. Thus, in mammalian cells the cellular abundance of H2Bub1 is regulated by the opposing activities of the ubiquitin E3 ligase complex, RNF20/RNF40, and three related DUB modules, each containing one of the homologous deubiquitylases: USP22, USP27X, or USP51 [34, 35]. These different DUB modules have also non-histone substrates [36–43]. As *Usp22*^−/−^ mouse embryos die around embryonic day (E) E14.5 [5, 40, 44], the alternative USP27X- and/or USP51-containing DUB modules cannot completely fulfill the role of the USP22-containing DUB module. *Usp22*^−/−^ mouse studies suggest that USP22 is required to regulate apoptosis by deubiquitylating/stabilizing the SIRT1 histone deacetylase and by suppressing p53 functions during embryogenesis, and/or by regulating key signaling pathways crucial for mouse placenta vascularization [40, 44].

To better understand the role of USP22- and/or ATXN7L3-containing DUB modules in vivo, we have generated mice lacking USP22 or ATXN7L3. *Atxn7l3*^−/−^ embryos show developmental delay as early as E7.5, while *Usp22*^*−/−*^ embryos are normal at this stage, and die at E14.5 similarly to previous publications [40, 44]. These results indicate that USP22 and ATXN7L3 are essential for normal development, however, their requirements are not identical. H2Bub1 levels were only slightly affected in *Usp22*^−/−^ embryos, while in contrast they strongly increased in *Atxn7l3*^−/−^ embryos and derived cellular systems. The genome-wide increase of H2Bub1 retention in mESCs and MEFs lacking ATXN7L3 was investigated and consequences of *Atxn7l3* loss of function on cellular homeostasis, differentiation, and RNA polymerase II (Pol II) transcription were analyzed.

## Materials and methods

### Generation and maintenance of *Usp22*^+/−^ and *Atxn7l3*^+/−^ mouse lines

*Usp22*^*+/−*^ and *Atxn7l3*^*+/−*^ mouse lines were generated at the Institut Clinique de la Souris (ICS, Illkirch, France) using mESCs containing the targeting constructs ordered from the International Knockout Mose Consortium (IKMC), including the Knockout Mouse Programme (KOMP) repository (UC, Davis). In the *Usp22* targeting construct (*Usp22*^*tm1a(KOMP)Wtsi*^) a *LacZ* and *Neo* cassette were located in intron 1, flanked by *FRT* sequences, and *loxP* sequences were flanking exon 2 (Supplementary Fig. S1A). In the *Atxn7l3* targeting construct (*Atxn7l3*^*tm1.1(KOMP)Wtsi*^) a *LacZ* and *Neo* cassette were located in intron 2, flanked by *FRT* sequences, and the *LoxP* sequences were flanking exon 2 to exon 12 (Supplementary Fig. 1C). Chimeras were generated by injecting the C57BL/6 mESCs containing the targeting constructs into BALB/c blastocysts. Mice heterozygous for the targeting allele were crossed to a Cre-, or FLP-recombinase deleter strains, in order to generate the null alleles *Usp22*^*-*^ and *Atxn7l3*^*-*^, respectively. Then mice heterozygous for the null allele (*Usp22*^*+/−*^, or *Atxn7l3*^*+/−*^) were intercrossed to generate homozygous mutant embryos (*Usp22*^*−/−*^ or *Atxn7l3*^*−/−*^) as shown in Supplementary Fig. S1A, C. Investigators were not blinded for animal experimentation and no randomization was used as all the conditions were processed at the same time. Genotyping primers are shown in Supplementary Table 1, and examples of genotyping gels are shown in Supplementary Fig. S1B, D. *Atxn7l3*^*+/−*^ mice were maintained on a mixed B6D2 background. Animal experimentation was carried out according to animal welfare regulations and guidelines of the French Ministry of Agriculture and French Ministry of Higher Education, Research and Innovation.

### Generation and maintenance of *Atxn7l3*^*−/−*^ mESCs and *Atxn7l3*^*−/−*^ MEFs

To generate *Usp22*^−/−^, *Atxn7l3*^−/−^, and wild-type (WT) mESCs, timed matings between heterozygous mice were conducted, then at E3.5, pregnant females were sacrificed, uteri were flushed with M2 medium (Sigma-Aldrich), and individual blastocysts were transferred to wells of a 96-well plates pre-coated with 0.1% gelatin. Blastocysts were cultured and expanded in regular mESCs medium [DMEM (4.5 g/l glucose) with 2 mM Glutamax-I, 15% ESQ FBS (Gibco), penicillin, streptomycin, 0.1 mM nonessential amino acids, 0.1% ß-mercaptoethanol, 1500 U/mL LIF and two inhibitors (2i; 3 µM CHIR99021 and 1 µM PD0325901, Axon MedChem)]. After expansion, mESCs were genotyped and frozen.

To generate *Atxn7l3*^−/−^ and WT MEFs, timed matings between heterozygous mice were conducted, then at E10.5, pregnant females were sacrificed, and embryos were collected. The embryo yolk sacs were collected for genotyping, and the head and gastrointestinal tract were carefully dissected away from embryos. The remaining carcasses were transferred to individual 1.5 ml Eppendorf tubes, and 50 μl of 0.25% trypsin-EDTA (Gibco) was added and gently triturated five times to dissociate the embryos. The dissociated embryos were incubated in trypsin for 5 min at room temperature, then the trypsin was quenched with 500 μl of FCS. Cells were transferred to individual wells of a 6-well plate pre-coated with 0.1% gelatin and cultured in MEF medium (DMEM, 10% FCS, penicillin, and streptomycin). Cells were visualized with an EVOS XL Core Cell Imaging System (#AMEX-1100, Thermo Fisher Scientific) using a LPlan PH2 10x / 0.25 objective.

### Protein extraction and Western blot assays

To extract histone proteins, embryos dissected at the indicated embryonic days, or about 5 × 10^6^ cells (were lysed with 100 μl acidic extraction buffer (10 mM Hepes, pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl, 0.5 mM DTT and 0.2 M HCl) freshly complemented with 1 × Proteinase Inhibitor Cocktail (Roche) and 10 mM N-ethylmaleimide (Sigma-Aldrich). HCl was added to a final concentration of 0.2 M and incubated on an end-to-end rotator for 2 h at 4 °C. Following the incubation, cell extract was centrifuged at 20,800 × *g* for 10 min at 4 °C, to pellet the acid-insoluble material. A solution of 2 M Tris-HCl (pH 8.8) was added to neutralize the supernatant of the acidic extraction. Ten μl of the supernatant, containing histone proteins, were run on 4–12% gels (Bis-tris NuPAGE Novex, Life Technologies), then proteins were transferred and western blot assays were carried out by using standard methods. The following antibodies were used: anti-H3 (Abcam #ab1791) anti-H4 (Invitrogen 3HH4–4G8), anti-H2Bub1 (Cell Signaling Technology, #5546), anti-H3K4me3 (Abcam ab8580), anti-H3K9ac (Merck-Millipore #07-352), Peroxidase AffiniPure F(ab’)_2_ Fragment Goat Anti-Mouse IgG, Fcγ fragment specific (Jackson ImmunoResearch #115-036-071) and Peroxidase AffiniPure Goat Anti-Rabbit IgG (H + L) (Jackson ImmunoResearch #115-035-144). Protein levels were quantified by ImageJ.

### Actin labeling

Cells were washed twice with 1× PBS, fixed with 4% PFA (Electron Microscopy Science) for 10 min at room temperature (RT). After fixation, cells were washed three times with 1× PBS, permeabilized with sterile 0.1% Triton X-100 in PBS for 20 min at RT, then washed three times in 1× PBS. Cells were incubated either with phalloidin conjugated to Alexa 488 dye (Phalloidin-iFluor 488, Abcam ab176753) following the manufacturer’s protocol, to label F-actin filaments, or with an anti-β-actin mouse monoclonal antibody (Sigma Aldrich, A5441) at a dilution of 1:1000 in 1× PBS with 10% FCS, overnight at 4 °C. The following day, cells were washed three times with 1× PBS, then β-actin labeled cells were further incubated with secondary Alexa Fluor 488 goat anti-mouse IgG (H+L) (Invitrogen #A-11001) at a dilution of 1:2000 in 1× PBS with 10% FCS for 1 h at RT. The cells were washed three times with 1× PBS, then incubated in 20 mM Hoechst 3342 (Thermo Scientific) for 10 min at RT, before being washed three times with 1× PBS, then cells were covered with a coverslip coated in ProLong Gold mounting medium (Invitrogen). Pictures were taken using a Leica DM 4000 B upright microscope equipped with a Photometrics CoolSnap CF Color camera with a HCX PL S-APO 20×/0.50 objective.

### Colony formation assay and alkaline phosphatase staining

Four thousand mESCs were seeded on gelatin-coated 6-well plates in regular mESC medium (see above) to form colonies at low density. The medium was exchanged every 2 days for 6 days. Alkaline phosphatase (AP) activity test was performed using Red Substrate Kit, Alkaline Phosphatase (Vector Laboratories) according to the manufacturer’s instructions: mESC clones were washed with 1× cold PBS and fixed with 4% PFA for 10 min at RT. After fixation, cells were washed twice with H_2_O and incubated in 1 ml AP detection system for 30 min at RT in the dark. Then cells were washed twice with cold 1× PBS, and visualized with an EVOS XL Core Cell Imaging System (#AMEX-1100, Thermo Fisher Scientific) using a LPlan PH2 4×/0.13 objective.

### Cell proliferation analysis

To determine cell proliferation, a total of 1 × 10^5^ mESCs per six-well plate were seeded in regular mESC medium and 3 × 10^4^ passage 2-MEFs per 24-well plate were seeded in MEF medium. The medium was exchanged every two days. Cell numbers were counted with Countess cell counting chambers (Invitrogen). Statistical analyses were determined by a Wilcoxon rank-sum test (ns *p* > 0.05; *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001).

### Cell cycle analysis

Hundred thousand mESCs were fixed in 70% EtOH overnight at −4 °C. After fixation, cells were treated with RNase A (100 μg/ml) (Thermo Fisher Scientific, #EN0531) and stained with propidium iodide (40 μg/ml) (Sigma Aldrich, #P-4170) for 30 min at 37 °C. The acquisition of the DNA content was analyzed on FACS CALIBUR (BD Sciences) flow cytometer. Quantitative results were analyzed by FlowJo software (BD Sciences).

### Apoptosis analysis using annexin-V staining

At the indicated incubation time, floating cells were collected in culture supernatants and adherent cells were harvested by trypsinization. After collection, cells were washed twice with cold 1× PBS, and about 2 × 10^5^ cells were resuspended in 100 μl binding buffer (FITC Annexin V Apoptosis Detection Kit, Biolegend). Subsequently, 5 μl FITC Annexin V (FITC Annexin V Apoptosis Detection Kit, Biolegend) and 10 μl propidium iodide was added to the cell suspension. Cells were gently vortexed and incubated in the dark for 15 min at RT. Thereafter, another 400 μl Annexin V binding buffer was added to each tube. Cells were analyzed using a FACS CALIBUR (BD Sciences) flow cytometer. Dot plots were generated using the FlowJo software.

### Statistics

Statistical analysis of WT versus mutant samples comparison (cell proliferation and H2Bub1 density) was performed using nonparametric two-sided Wilcoxon rank-sum test with continuity correction using R (version 5.3). No multiple comparisons were performed therefore no multiple correction were applied. Statistical results were expressed as *P* value or *P* value ranges (ns, *p* > 0.05; *, *p* ≤ 0.05; **, *p* ≤ 0.01; ***, *p* ≤ 0.001). Bar plot graphical data were represented as mean ± SD and individual data points. Proliferation graphical data were represented as mean ± SD. H2Bub1 density data were represented as box plots.

Statistical analysis of the RNA-seq datasets was performed using a Wald test (DESeq2, see below).

### Enrichment of ubiquitylated peptides and quantification of H2Bub1 peptides

Forty million MEFs were harvested, washed three times with PBS and lysed in 1% SDS 0.1 M Tris pH 8 DTT 50 mM, 1× Proteinase Inhibitor Cocktail (Roche) and 50 mM PR-619 DUB inhibitor (UBPBio). The whole-cell lysate was precipitated with TCA and the pellet was washed twice with cold acetone then dried with Speed Vacuum system and weighted.  Ten mg of the protein pellet was dissolved in 8 M urea, 5 mM TCEP then alkylated with 10 mM iodoacetamide. Sample was first digested with endoproteinase Lys-C (Wako) at a 1/500 enzyme/protein ratio (w/w) for 4 h, then diluted four times before overnight trypsin digestion (Promega) at a 1:100 ratio. The resulting peptide mixture was desalted on C18 spin-column, quantified with Quantitative Colorimetric Peptide Assay (Thermo Fischer Scientific) and dried on Speed-Vacuum before enrichment with Ubiquitin Remnant Motif (K-ε-GG) Kit (Cell Signaling). After Sep Pak desalting, peptides were analyzed in triplicate using an Ultimate 3000 nano coupled in line with an Orbitrap ELITE (Thermo Scientific, San Jose California). Briefly, peptides were separated on a C18 nano-column with a 90 min linear gradient of acetonitrile and analyzed with Top 20 CID (Collision-induced dissociation) data-dependent acquisition method. Data were processed by database searching against Mus musculus Uniprot Proteome database (www.uniprot.org) using Proteome Discoverer 2.2 software (Thermo Fisher Scientific). Precursor and fragment mass tolerance were set at 7 ppm and 0.6 Da respectively. Trypsin was set as an enzyme, and up to two missed cleavages were allowed. Oxidation (M, + 15.995), GG (K, + 114.043) were set as variable modification and Carbamidomethylation (C) as a fixed modification. Proteins and peptides were filtered with False Discovery Rate <1% (high confidence). Lastly, quantitative values were obtained from Extracted Ion Chromatogram (XIC) and exported in Perseus for statistical analysis [45].

### RNA-seq and chromatin immunoprecipitation coupled high throughput sequencing (ChIP-seq) analyses

For RNA-seq, total RNA was extracted from mESCs and MEFs (3 biological replicates of WT and *Atxn7l3*^−/−^ for each cell types) using the NucleoSpin RNA isolation kit (Macherey-Nagel), according to manufacturer’s instructions. Libraries were generated from the purified RNA using TruSeq Stranded mRNA (Illumina) protocol. After checking the quality of the libraries with the Bioanalyser (Agilent), libraries were sequenced on the Illumina HiSeq 4000 at the GenomEast sequencing platform of IGBMC. The raw sequencing data generated reads were preprocessed in order to remove adapter, poly(A) and low-quality sequences (Phred quality score below 20), then were mapped to the mouse mm10 genome using STAR [46]. After PCA analysis, one WT ESCs dataset was excluded because it did not cluster with the other biological replicates. Differentially expressed genes were measured using the DESeq2 package [47]. For the downstream analysis, only the transcripts which base median over 10 normalized reads (DESeq2 normalized reads divided by the median of the transcript length in kb) were considered. 

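The medians were taken over the libraries of a cell type, on the authors' normalized reads divided by the median transcript length in kb, with a threshold of more than 10. By this measure 16269 of the 31518 genes listed for mESCs were expressed, of which 82.5% were protein-coding, and 15084 of the 29450 genes listed for MEFs, of which 87.3% were protein-coding. In every library of the cell type, 14224 genes in mESCs and 12727 in MEFs passed the threshold. Both cell types expressed 13138 of these genes, and 18215 were expressed in at least 1 of them. A mean over libraries in place of the median moved the numbers most, to 16802 in mESCs and 15862 in MEFs.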

Using these criteria 16269 transcripts were expressed in mESCs, and 15084 transcripts were expressed in MEFs.

ChIP-seq experiments were performed using the protocol described in [48], with some minor modifications, including the use of 10 mM N-ethylmaleimide (NEM, Sigma-Aldrich) in all buffers and the use of either the anti-H2Bub1 antibody (MediMabs, NRO3), the anti-RPB1 C-terminal domain (CTD) Pol II antibody (1PB 7G5 [49]) from control and *Atxn7l3*^−/−^ mESCs and MEFs (*n* = 1, each) or the anti-Ser2P CTD Pol II antibody (3E10 [50]) from control and *Atxn7l3*^−/−^ mESCs (*n* = 1, each). Briefly, mESCs or MEFs were fixed in 1% PFA for 10 min at RT, then the PFA was quenched with glycine at a final concentration of 125 mM for 5 min at RT. Cells were washed two times in 1× cold PBS, scraped, and pelleted. Nuclei were isolated by incubating cells with nuclear isolation buffer [50 mM Tris–HCl pH 8.0, 2 mM EDTA pH 8.0, 0.5% Nonidet P-40, 10% glycerol, Proteinase Inhibitor Cocktail (Roche), 10 mM NEM (and 1× PhosSTOP only in Pol II Ser2P ChIP samples)] for 10 min at 4 °C with gentle agitation, followed by centrifugation at maximum speed to pellet the nuclei. Nuclei were resuspended in sonication buffer [0.1% SDS, 10 mM EDTA, 50 mM Tris-HCl pH 8.0, 1× Proteinase Inhibitor Cocktail, 10 mM NEM (and 1× PhosSTOP only in Pol II Ser2P ChIP samples)]. Then chromatin was sheared with the E220 sonicator (Covaris) and chromatin concentration was measured with the Qubit 3.0 (Thermo Fischer Scientific). Approximately 50 µg of chromatin was used for Pol II or H2Bub1 ChIP, and 240 µg of chromatin was used for Pol II Ser2P ChIP which was diluted in ChIP dilution buffer [0.5% Nonidet P-40, 16.7 mM Tris–HCl pH 8.0, 1.2 mM EDTA, 167 mM NaCl, 1× Proteinase Inhibitor Cocktail, 10 mM NEM (and 1× PhosSTOP in Pol II Ser2P ChIP samples)]. Antibodies were incubated with the chromatin overnight with gentle agitation at 4 °C. The next day, Dynabeads protein G magnetic beads (Invitrogen) were added for 1 h, then were isolated and washed for 5 min at 4 °C, three times with low salt wash buffer (0.1% SDS, 0.5% Nonidet P-40, 2 mM EDTA, 150 mM NaCl, 20 mM and Tris-HCl pH 8.0), three times with high salt wash buffer (0.1% SDS, 0.5% Nonidet P-40, 2 mM EDTA, 500 mM NaCl, 20 mM and Tris–HCl pH 8.0), and once with LiCl wash buffer (0.2 M LiCl, 0.5% Nonidet P-40, 0.5% sodium deoxycholate, 1 mM EDTA, 10 mM Tris-HCl pH8.0), then washed three times with TE buffer, then the beads were incubated in elution buffer (1% SDS, 0.1 M NaHCO_3_) at 65 °C with shaking to elute complexes. Crosslinks were reversed with by adding NaCl at a final concentration of 0.2 M as well as 50 μg/ml RNase A at 65 °C overnight and the following day the samples were treated with 20 µg Proteinase K, 26.6 µl of 1 M Tris–HCl pH 7.9, and 13.3 µl of 0.5 M EDTA incubated at 45 °C for 1 hr, and DNA was phenol/chloroform purified and precipitated. The precipitated DNA was used to generate libraries with the MicroPlex Library Preparation kit v2 (Diagenode) for ChIP-seq according to the manufacturer’s instructions. The samples were then sequenced on HiSeq 4000 with read lengths of 50 bp single end, reads were mapped to the mouse mm10 genome by the software Bowtie1. Samples were normalized (see below) and peak calling was performed using the MACS2 software.

### Bioinformatics tools and data-analysis methods

#### Normalization between ChIP-seq datasets

For H2Bub1 ChIP-seq samples to correct for the bias introduced by the differences in the sequencing depth among samples, the total reads present at 3115 intergenic regions far away from genes and larger than 100 kb were selected as described previously [19]. These intergenic reads were used for the normalization of H2Bub1 ChIP-seq samples. We calculated the size factor of these intergenic regions for each sample using DESeq2 (version 1.16) [51]. These size factors were used to normalize the H2Bub1 ChIP-seq data.

For Pol II ChIP-seq and Pol II Ser2P ChIP-seq samples, the total number of mapped reads were used for normalization. Twenty million of total reads were used to generate.bed files for the seqMINER software analysis. The .bigwig files for the Integrative Genomics Viewer (IGV) visualization were generated with makeUCSCfile program in Homer package, the total number of reads was normalized to 10 million and the fragment length was normalized to 100 bp.

#### Calculation of density values

Density values were defined as follows: density = [(number of aligned reads in a region of interest)/(length of the region of interest in bp)]/(size factor × 10^−8^). For H2Bub1 datasets, we considered only the gene bodies of expressed genes containing at least 1 ChIP-seq read. Out of 16269 expressed genes in mESCs, 15467 contain at least 1 ChIP-seq read. Out of 15084 expressed genes in MEF cells, 14500 contain at least 1 ChIP-seq read (Supplementary Table S4).

#### Generation of average profiles and heat maps

Average profiles and k-means clustering were generated with the seqMINER program [52]. The end of each aligned read was extended to 200 bp in the direction of the read. For the analyses around promoters, the tag density was extracted in a 2 kb window centered on each TSS. For average gene profiles, each gene body was divided into 160 equal bins (the absolute size depending on the gene length), 5 kb upstream and downstream were added. Moreover, 20 equally sized bins (250 bp/bin) were created upstream and downstream of genes. Densities were collected for each dataset in each bin.

#### Calculation of Pol II traveling ratio

Pol II pausing was based on the “Pausing Index” which is also referred to as “Traveling Ratio” [53]. We estimated the “Traveling Ratio” as the ratio of normalized Pol II ChIP-seq reads within the TSS region (–100 to +300 bp around TSS) to that in the gene body (TSS + 300 bp to TSS + 2 kb), for genes expressed more than 100 normalized reads to the median size of transcript in kb and >1 kb in length. Maximal distance and Kolmogorov & Smirnov test were analyzed using R (version 3.5).

## Results

### In vivo loss of ATXN7L3 results in a more severe phenotype than the loss of USP22

To compare the deubiquitylation requirement for USP22 and ATXN7L3 in vivo, we generated *Usp22*^*+/−*^ and *Atxn7l3*^*+/−*^ mice (Supplementary Fig. S1A–D). As heterozygous *Usp22*^*+/−*^*, or Atxn7l3*^*+/−*^ mice were phenotypically indistinguishable from their wild type littermates (Tables 1 and 2), *Usp22*^*+/−*^*, or Atxn7l3*^*+/−*^ mice were intercrossed to obtain *Atxn7l3*^*−/−*^ and *Usp22*^*−/−*^ homozygous mutants. *Usp22*^*−/−*^ embryos started to resorb at E13.5 (Fig. 1Ah) and could not be observed after E14.5, similarly to what has been previously published [40, 44, 54] (Table 1, Fig. 1A). Similarly, no *Atxn7l3*^*−/−*^ pups could be retrieved at weaning (Table 2). Analysis of *Atxn7l3*^*+/−*^ intercross litters collected at different stages of development revealed a more severe phenotype than *Usp22*^*−/−*^ mutants. A growth delay was already observed as early as E7.5 in *Atxn7l3*^*−/−*^ embryos (Fig. 1B), which did not turn at E9.5 (Fig. 1Bf). From E10.5 onwards, two classes of phenotype were observed: a severe and a mild, corresponding to 2/3 and 1/3 of the *Atxn7l3*^*−/−*^ embryos, respectively. No *Atxn7l3*^*−/−*^ embryos could be retrieved after E11.5 (Table 2). The mild class embryos were growth delayed (Fig. 1Bi and 1Bl) and in some instances blood pooling could be observed (Fig. 1Bh–Bl). The severe class embryos were smaller, failed to turn and displayed shortened trunk, abnormal head development, blood in the heart and enlarged pericardium (Fig. 1Bh and 1Bk). Our in vivo data demonstrate that loss of the DUB adaptor protein ATXN7L3 has a more severe effect on embryonic development than the USP22 enzyme, in agreement with published in vitro data [34].

**Table 1:** Offsprings from *Usp22*^+/−^ intercrosses.

Stage	*Usp22*^+/+^	*Usp22*^+/−^	*Usp22*^−/−^	Total	Number of litters
E9.5	3 (16.7%)	9 (50%)	6 (33.3%)	18	2
E10.5	5 (23.8%)	11 (52.4%)	5 (23.8%)	21	3
E12.5	8 (19.5%)	21 (51.2%)	12 (29.3%)	41	5
E13.5	4 (28.6%)	7 (50%)	3 (21.4%)	14	2
E14.5	6 (27.3%)	10 (45.4%)	6* (27.3%)	22	3
Weaning	93 (37.6%)	154 (62.4%)	0 (0%)	247	37

* dead embryo (no beating heart).

**Table 2:** Offsprings from *Atxn7l3*^+/−^ intercrosses.

Stage	*Atxn7l3*^+/+^	*Atxn7l3*^+/−^	*Atxn7l3*^−/−^	Total	Number of litters
E7.5	10 (47.6%)	5 (23.8%)	6 (28.6%)	21	2
E8.5	20 (31.2%)	35 (54.7%)	9 (14.1%)	64	7
E9.5	13 (25.5%)	26 (51%)	12 (23.5%)	51	6
E10.5	53 (28.8%)	83 (45.1%)	48 (26.1%)	184	21
E11.5	7 (28%)	12 (48%)	6 (24%)	25	3
E12.5	9 (47.4%)	10 (52.6%)	0 (0%)	19	3
Weaning	138 (44.7%)	171 (55.3%)	0 (0%)	309	47

**Fig. 1:**
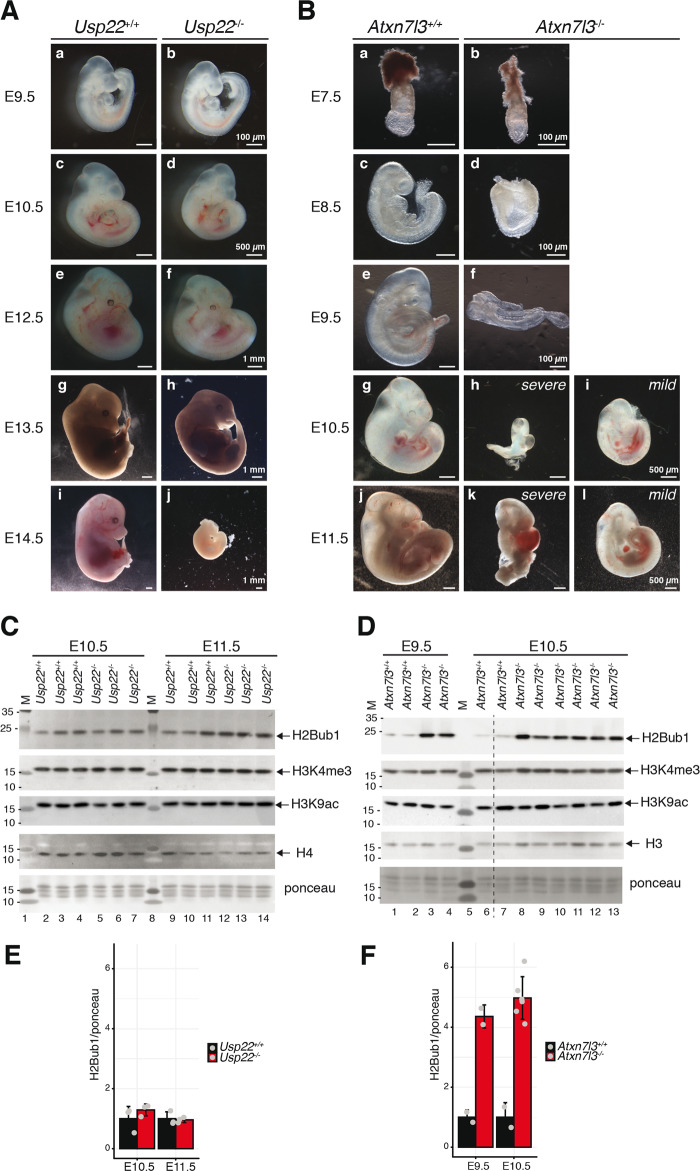
Loss of the SAGA DUB adaptor ATXN7L3 results in a more severe phenotype than loss of the DUB enzyme USP22. **A**. Comparison of *Usp22*^+/+^ and *Usp22*^−/−^ littermates from E9.5 to E14.5. **B**. Comparison of *Atxn7l3*^+/+^ and *Atxn7l3*^−/−^ littermates from E7.5 to E11.5. From E10.5 onwards, the *Atxn7l3*^−/−^ embryos can be categorized in 2 phenotypic classes; severe (h, k) and mild (i, l). Western blot analyses of E10.5 and E11.5 *Usp22*^+/+^ and *Usp22*^−/−^ (**C**), as well as E9.5 and E10.5 *Atxn7l3*^+/+^ and *Atxn7l3*^−/−^ (**D**) whole embryo lysates using anti-H2Bub1, anti-H3K4me3, anti-H3K9ac and anti-H4 (**C**) or anti-H2Bub1, anti-H3K4me3, anti-H3K9ac and anti-H3 (**D**) antibodies. A Ponceau staining view is displayed at the bottom of each panel. M: molecular weight marker (in kDa). The dotted line in **D** indicates where the blot was cut. Each lane represents a biological replicate. **E**, **F**. H2Bub1 western blot analyses shown in **C**, **D** were scanned and analyzed densitometrically with ImageJ and the Ponceau normalized results are represented for each genotype.

### *Atxn7l3*^*−/−*^ embryos show strong increase in global H2Bub1 levels

To investigate the importance of USP22 and ATXN7L3 on H2Bub1 deubiquitylation in vivo, we analyzed global H2Bub1 levels from WT and *Usp22*^−/−^ embryos at E10.5, E11.5, and E12.5 stages (Fig. 1C, and data not shown), as well as from WT and *Atxn7l3*^−/−^ embryos at E9.5, or E10.5 stages (Fig. 1D). While almost no changes were observed between controls and *Usp22*^−/−^ embryos lysates (Figs. 1C and 1E), a 4-5-fold increase in global H2Bub1 levels were observed in *Atxn7l3*^−/−^ embryo extracts (Figs. 1D, F), confirming similar observations made in human cancer cell lines [32, 34]. Histone H3K4 trimethylation, and H3K9 acetylation were not affected in *Usp22*^*−/−*^, or *Atxn7l3*^*−/−*^ embryos (Figs. 1C, D). Thus, ATXN7L3 is required for the full activity of the three related DUB modules to regulate global H2Bub1 levels, whereas USP22-containing DUB module is less involved in genome-wide deubiquitylation of H2Bub1.

### *Atxn7l3*^*−/−*^ mESCs and *Atxn7l3*^*−/−*^ MEF-like cells show abnormal proliferation and phenotypes

As *Usp22*^−/−^ embryonic phenotypes have been already described [40, 44], we concentrated our analyses on *Atxn7l3*^−/−^ mutants. To determine the mechanistic outcome of perturbed DUB function(s), we derived mESCs and MEF-like cells from *Atxn7l3*^*−/−*^ embryos. As in embryos, ATXN7L3 protein levels were undetectable in these *Atxn7l3*^*−/−*^ cellular systems (Supplementary Fig. S2A) and global H2Bub1 levels were significantly upregulated, by almost 4-5-fold in mESCs and about 7.5-8-fold in MEFs (Figs. 2A, 2B and Supplementary Fig. S2B).

**Fig. 2:**
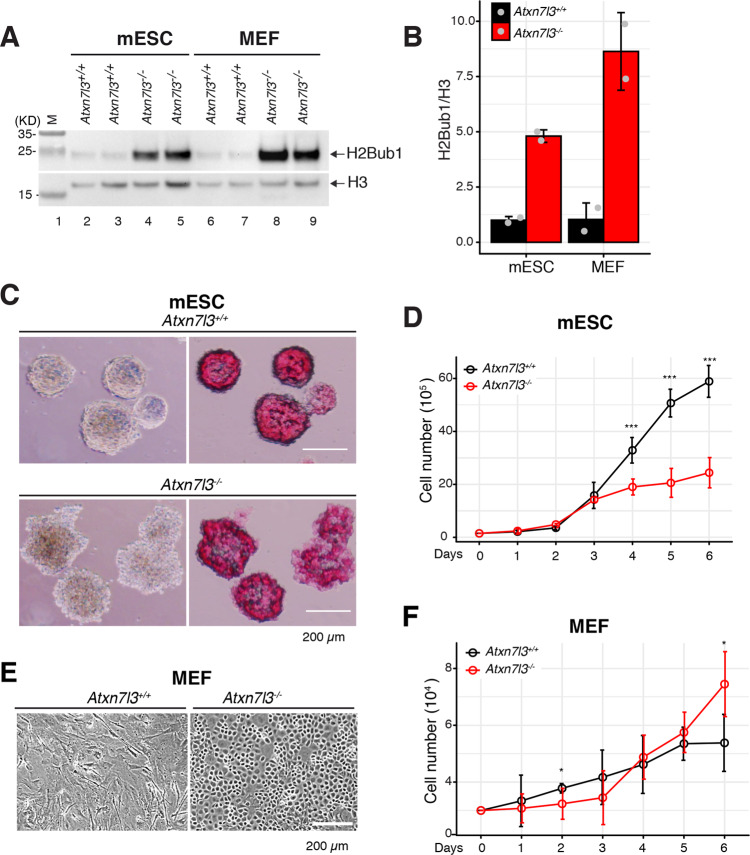
Primary *Atxn7l3*^−/−^ mESCs and *Atxn7l3*^−/−^ MEF-like cells show strong increase in H2Bub1 levels, abnormal proliferation, and phenotypes. **A** Western blot analysis of H2Bub1 levels in acidic histone extracts obtained from *Atxn7l3*^+/+^ or *Atxn7l3*^−/−^ mESC clones and *Atxn7l3*^+/+^ or *Atxn7l3*^−/−^ MEFs. Histone H3 western blot and ponceau stained membranes are shown as loading controls. Each lane represents a biological replicate. **B** Quantification of H2Bub1 levels from **A** by using ImageJ. The y axis represents the fold change compared with WT cells. Histone H2Bub1 quantification was carried out with H3 normalization. Error bars indicate mean ± SD based on two biological replicates (represented by gray dots). **C** *Atxn7l3*^+/+^ or *Atxn7l3*^−/−^ mESCs (3 biological replicates for each genotype) cultured in serum/LIF plus 2i medium for 6 days were either observed by phase contrast microscopy (left panels) or visualized by alkaline phosphatase staining (right panels). Scale bar, 200 μm. **D** *Atxn7l3*^+/+^ or *Atxn7l3*^−/−^ mESCs cell proliferation was determined by cell counting at the indicated time points (two biological and three technical replicates for each genotype). Error bars indicate mean ± SD based on two biological samples with three technical replicates for each. Statistical significance was calculated using two-sided Wilcoxon rank sum test with continuity correction (ns, *p* > 0.05; *, *p* ≤ 0.05; **, *p* ≤ 0.01; ***, *p* ≤ 0.001). **E** Morphology of *Atxn7l3* ^*+/+*^ and *Atxn7l3*^*−/−*^ MEFs derived from E10.5 embryos. Scale bar, 200 μm (>12 biological replicates). **F** MEF cell number was determined by cell counting at the indicated time points (two biological and three technical replicates for each genotype). Error bars indicate mean ± SD based on two biological samples with three technical replicates for each. Statistical significance was calculated using two-sided Wilcoxon rank sum test with continuity correction (ns, *p* > 0.05; *, *p* ≤ 0.05; **, *p* ≤ 0.01; ***, *p* ≤ 0.001).

Alkaline phosphatase staining and expression of pluripotency markers, such as *Pou5f1, Sox2, Klf4, Nanog, Esrrb*, and *Tfcp2l1* [55], were similar between *Atxn7l3*^*−/−*^ and control mESCs (Fig. 2C, and Supplementary Fig. S2C), indicating that the pluripotency of these cells was not significantly affected in absence of ATXN7L3. Similarly, when apoptotic cell death and non-synchronized cell cycle phase distribution were measured, no significant differences were detected when comparing WT and *Atxn7l3*^*−/−*^ mESCs (Supplementary Fig. S2D, E). However, we observed that *Atxn7l3*^*−/−*^ mESCs colonies were more irregular (Fig. 2C) and proliferated slower (Fig. 2D) compared to WT mESCs. Thus, ATXN7L3-regulated DUB activity may be necessary to facilitate efficient cell cycle progression and consequent cell proliferation, similarly to USP22 that is critical for progressing through G1 phase of the cell cycle [37].

In *Atxn7l3*^*−/−*^ MEFs, many cells had an abnormal round morphology (Fig. 2E, right panel) originating from clusters of cells that proliferated faster than elongated *Atxn7l3*^*+/+*^ MEFs (Fig. 2E). The round *Atxn7l3*^*−/−*^ cells were present in all MEFs generated from E10.5 *Atxn7l3*^*−/−*^ embryos (*n* > 12 embryos). The proportion of round cells relative to elongated cells appeared to correlate with the severity of the phenotype. No significant differences were detected when comparing WT and *Atxn7l3*^*−/−*^ MEFs cell cycle phase distribution and apoptotic cell death (Supplementary Fig. S2F, G). However, *Atxn7l3*^*−/−*^ MEFs from passage 2 tended to proliferate somewhat slower for the first 3 days compared to WT MEFs, but then started to grow faster than WT MEFs (Fig. 2F).

Thus, ATXN7L3-linked DUB activity loss, and the resulting increased H2Bub1 levels do not result in severe phenotypic changes in *Atxn7l3*^*−/−*^ mESCs, but cause profound morphological changes and proliferation alterations in *Atxn7l3*^*−/−*^ MEF-like cells.

### Deregulation of gene expression is more severe in *Atxn7l3*^−/−^ MEFs than in *Atxn7l3*^−/−^ mESCs

To further characterize ATXN7L3-dependent DUB activity, we measured changes in steady-state mRNA levels between *Atxn7l3*^*+/+*^ and *Atxn7l3*^*−/−*^ mESCs, as well as between *Atxn7l3*^*+/+*^ and *Atxn7l3*^*−/−*^ MEFs by carrying out RNA-seq analyses. 

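Poly(A)+ RNA was sequenced from mESCs, which are stem cells derived from individual blastocysts, and from MEFs, which are fibroblast-like cells grown from E10.5 embryos dissociated after removal of the head and the gastrointestinal tract. The paper describes 3 biological replicates of each genotype in each cell type. It excluded 1 WT mESC dataset after principal component analysis, and that dataset was not analysed here. The libraries analysed were therefore 2 from WT mESCs, 3 from Atxn7l3−/− mESCs, 3 from WT MEFs and 3 from Atxn7l3−/− MEFs. The authors prepared stranded mRNA libraries, removed adapter, poly(A) and low-quality sequences, and mapped the reads to the mouse mm10 genome with STAR. They deposited the raw read count of each gene, the counts normalized by DESeq2's size factors, and these normalized counts divided by the median transcript length in kb. The total count per library was 44323540 and 45234276 in the WT mESCs. It ranged from 35050190 to 40459852 (median 38381348) in the Atxn7l3−/− mESCs, from 34515342 to 49602605 (median 46722650) in the WT MEFs and from 38283644 to 45963728 (median 43234808) in the Atxn7l3−/− MEFs. A total of 3 counts, taken as the floor of detection, corresponded to between 0.0605 and 0.0869 counts-per-million (CPM), a limit that covers counting error only. The 10 most abundant genes took between 3.20% and 9.27% of the counts of a library.

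Each cell type was fitted separately. Raw counts of 17800 genes in mESCs and 15958 genes in MEFs, those kept by edgeR's filter on low counts, were normalized by TMM and tested with edgeR's quasi-likelihood test. P-values were adjusted by the Benjamini-Hochberg method over the genes tested. Up- and down-regulated genes were selected with the paper's thresholds, an adjusted p-value of 0.05 or less, a change of at least 2-fold and a median over the libraries of more than 10 normalized reads per kb. The labels number the replicates 1 to 3 in each genotype, so whether equal numbers pair the samples was checked on the deviations of each library from its group mean. In MEFs these deviations correlated between same-numbered WT and Atxn7l3−/− libraries with a mean r of 0.291 over 3 pairs and between differently numbered libraries with a mean r of −0.146 over 6 pairs, across genes, which are not independent replicates. Deviations cancel within each genotype, so the mean r of differently numbered libraries largely follows from that of same-numbered ones. Of the 6 ways to pair the libraries, 1 gave a mean r as high (a share of 0.167). No pairing can give a smaller share, so the check cannot exclude chance. Since the pairing stays open, results in MEFs are given without and with the replicate number as a block in the model.

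Atxn7l3 (ENSMUSG00000059995) lies on the minus strand of chromosome 11 of mm10, from 102289300 to 102296631, and has 13 exons. Exons 2 to 12, which the paper describes as flanked by loxP sequences in the targeting construct, span 102291898 to 102295059 in the GENCODE M21 annotation. Exons 1 and 13, outside these sequences, hold 6.21% and 67.9% of the transcript's length. The paper obtained the null allele with a FLP-recombinase strain and does not state which exons it lacks. Its normalized level was 222 ± 0.942 CPM (SD, n = 2) in WT mESCs and 2.22 ± 1.51 CPM (SD, n = 3) in Atxn7l3−/− mESCs, a log2 fold change of −6.65 (standard error 0.53, adjusted p = 0.0211 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In MEFs it was 92.2 ± 12.3 CPM (SD, n = 3) in WT libraries and 55.3 ± 10.4 CPM (SD, n = 3) in the libraries labelled Atxn7l3−/−, which kept 59.9% of the WT mean. The log2 fold change in MEFs was −0.74 (standard error 0.21, adjusted p = 0.0715 from the same edgeR test) and −0.75 with the replicate block (edgeR adjusted p = 0.0744). All 3 libraries labelled Atxn7l3−/− were below all 3 WT MEF libraries, an arrangement in either direction that chance gives in 10% of cases. Counts per gene do not show on which exons the remaining reads lie. With a correction of each library's trend over GC content, chosen after seeing the data, the log2 fold change of Atxn7l3 in MEFs was −0.29 (adjusted p = 0.2 from edgeR's test), the alternative that moved it most.

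**Figure D1:**
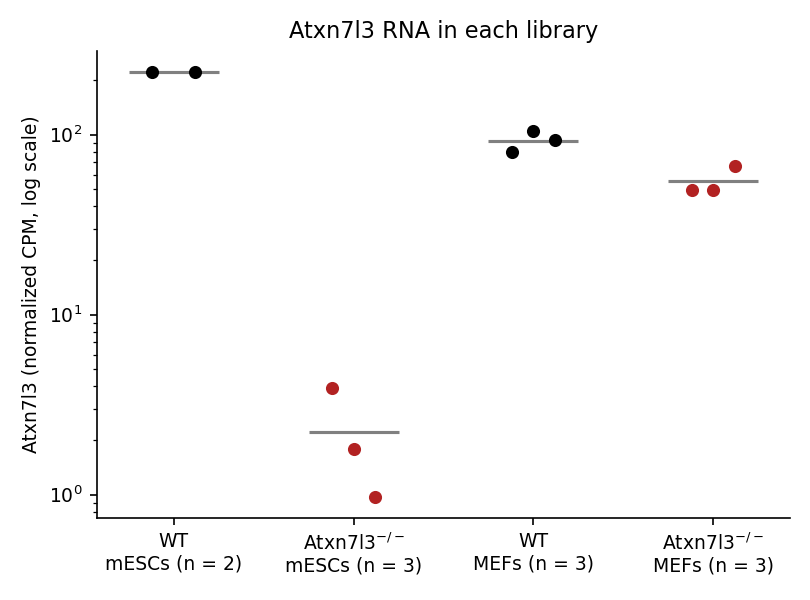
Normalized level of Atxn7l3 in CPM (log axis) in each of the 11 libraries, with each group's mean as a grey line. The Atxn7l3−/− mESC libraries lie between 0.976 and 3.91 CPM, and the MEF libraries labelled Atxn7l3−/− lie between 49.1 and 67.2 CPM, below the WT MEF libraries.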

We first verified whether the *Atxn7l3*^*−/−*^ MEF-like cells still belong to the MEF lineage in spite of their unusual morphology by comparing our MEFs RNA-seq results with 921 RNA-seq datasets from 272 distinct mouse cell types or tissues [56]. This analysis indicated that the *Atxn7l3*^*−/−*^ MEF-like cells clustered together with *Atxn7l3*^*+/+*^ MEFs or fibroblasts (Supplementary Fig. S3C), suggesting that the *Atxn7l3*^*−/−*^ MEF-like cells belong to the fibroblast lineage.

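The external datasets of that comparison were not used here. Among the 11 libraries, Spearman correlations of normalized CPM were computed across the 19326 genes tested in either cell type, and genes are not independent replicates. The Atxn7l3−/− MEF libraries correlated with the WT MEF libraries with rho between 0.881 and 0.945 (median 0.920) over 9 pairs. With the mESC libraries of either genotype, the largest rho of an Atxn7l3−/− MEF library was 0.775. The WT MEF libraries correlated among themselves with rho between 0.938 and 0.972 and the Atxn7l3−/− MEF libraries with rho between 0.957 and 0.974. Replicate 2 of the Atxn7l3−/− MEFs was the farthest from WT, with rho between 0.881 and 0.888 to the 3 WT MEF libraries, against 0.903 to 0.927 for replicate 1 and 0.929 to 0.945 for replicate 3.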

Differential gene expression analysis between *Atxn7l3*^*−/−*^ and WT mESCs, or *Atxn7l3*^*−/−*^ and WT MEFs, showed that in both *Atxn7l3*^*−/−*^ samples there are significant numbers of genes which expression was up- or down-regulated (Fig. 3A, B, and Supplementary Fig. S4A, B). 

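In mESCs, 1238 of the 17800 genes tested had an adjusted p-value of 0.05 or less (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The smallest adjusted p-value of that test, 0.0211, was shared by 70 expressed genes. In MEFs, 1501 of the 15958 genes tested had an adjusted p-value of 0.05 or less. There, 2 expressed genes shared the smallest edgeR adjusted p-value of 0.000852. With the replicate block, 2232 genes in MEFs had an adjusted p-value of 0.05 or less, and the smallest was 0.00382. Among expressed genes, 4505 in mESCs and 4602 in MEFs had an unadjusted p-value under 0.05, before any threshold on the fold change. The log2 fold changes of expressed genes had a median of 0.08 and an SD across genes of 0.91 in mESCs, and a median of −0.02 and an SD of 1.46 in MEFs.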

When compared to control cells, 1116 upregulated and 810 downregulated transcripts were identified in *Atxn7l3*^*−/−*^ mESCs, while 1185 upregulated and 1555 downregulated transcripts were found in the *Atxn7l3*^*−/−*^ MEFs (Fig. 3A, B). These observations suggest that out of ~15000 Pol II transcribed genes in mESCs (16269 transcripts), or in MEFs (15084 transcripts), ATXN7L3-linked DUB function regulates the transcription of only a subset of genes. 

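By edgeR's test, 491 genes were upregulated and 342 down-regulated in Atxn7l3−/− mESCs, and 693 were upregulated and 520 down-regulated in Atxn7l3−/− MEFs. With the replicate block, the MEF counts were 787 upregulated and 1073 down-regulated genes, and 1073 of the 1213 genes selected without the block were shared. Protein-coding genes made up 92.0% of the genes selected in mESCs and 92.5% in MEFs. In the authors' deposited table, 453 of the 491 upregulated and 338 of the 342 down-regulated genes in mESCs, and 692 of the 693 upregulated and 515 of the 520 down-regulated genes in MEFs, pass the same thresholds, and 0 pass them in the opposite direction. The log2 fold changes of expressed genes correlated with those of the authors' deposited table with a Spearman rho of 0.997 across 15702 genes in mESCs and 0.9998 across 14631 genes in MEFs.

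A test against a 2-fold change in place of a test of no change left 1 gene in mESCs, where 1135 expressed genes had an unadjusted p-value under 0.05, and 212 upregulated and 148 down-regulated genes in MEFs. The lowest counts in MEFs, 118 and 68, came without replicate 3 of the WT MEFs. DESeq2, the tool the authors used, gave the highest counts, 1217 upregulated and 848 down-regulated genes in mESCs and 1198 and 1562 in MEFs. In MEFs the log2 fold changes fell with the GC content of a gene's transcripts (Spearman rho = −0.428 across 14619 genes). After correction of each library's trend over GC content, an alternative chosen after seeing the data, 600 genes were upregulated and 360 down-regulated in MEFs, or 691 and 680 together with the replicate block.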

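The 833 genes selected in mESCs were 5.31% of the 15702 genes that were both expressed and tested, and the 1213 genes selected in MEFs were 8.29% of 14631. The block raised the number in MEFs to 1860. A change of less than 2-fold was measured for 78.0% of these genes in mESCs and 71.2% in MEFs, and the median absolute log2 fold change was 0.50 in mESCs and 0.57 in MEFs. Normalization sets the median of all genes near no change in each library, so a change shared by most genes would not appear in these values. From the numbers of up- and down-regulated transcripts against the number of expressed ones, the paper proposes that ATXN7L3-linked DUB function regulates the transcription of a subset of genes.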

In both cellular systems, downregulated, upregulated, and unchanged gene sets were validated using RT-qPCR (Supplementary Figs. S2C,  S3D, E). The fold change in differentially expressed gene was much more pronounced in *Atxn7l3*^*−/−*^ MEFs than in *Atxn7l3*^*−/−*^ mESCs (Figs. 3A and 3B), as in *Atxn7l3*^*−/−*^ MEFs about 151 transcripts changed their expression 32-fold or more (up and down), while in *Atxn7l3*^*−/−*^ mESCs only 2 genes changed their expression 32-fold (Fig. 3C). Moreover, when comparing the down- or upregulated genes between *Atxn7l3*^*−/−*^ mESCs and *Atxn7l3*^*−/−*^ MEFs, only very few transcripts were similarly affected in the two cellular systems (Fig. 3D, E), suggesting that ATXN7L3-linked DUB activity regulates different subset of genes in the two cellular environments.

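The median absolute log2 fold change of the selected genes was 1.59 in mESCs and 2.60 in MEFs. At least 4-fold changes were measured for 117 upregulated and 132 down-regulated genes in mESCs and for 378 and 419 genes in MEFs. With the replicate block the MEF numbers at 4-fold were 413 and 762. At 8-fold, without the block, the numbers were 32 and 52 in mESCs and 220 and 306 in MEFs. At 32-fold they were 5 and 6 in mESCs, 11 in all, and 90 and 102 in MEFs, 192 in all, or 223 with the replicate block. Changes of at least 256-fold were measured for 0 genes in mESCs and 18 in MEFs. At 32-fold, leaving out the expression threshold moved the number in mESCs most, to 95, and a minimum of 10 counts in every library moved that in MEFs most, to 64. Fold changes shrunk by DESeq2's prior gave 2 genes in mESCs and 151 in MEFs.

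Genes whose WT and Atxn7l3−/− libraries did not overlap were ranked by fitted log2 fold change. The largest increases in mESCs were those of AC187103.4 (6.79), C130046K22Rik (6.34) and Dll1 (5.43, standard error 0.92, adjusted p = 0.027 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). AC187103.4 and C130046K22Rik had no count in the WT libraries and were at least 5.07-fold and at least 3.66-fold higher in Atxn7l3−/− libraries. Dll1 rose from a mean of 1.20 to 51.8 CPM, so measured levels do not place those genes above it. Atxn7l3 itself, Crxos and Obox6 decreased most, with log2 fold changes of −6.65, −6.16 and −7.00. Obox6 belongs to a family of similar homeobox genes between which the counting could have split reads. By the same ranking, the largest increases in MEFs were those of Pglyrp3, Ms4a3 and Pkhd1l1. Pglyrp3 was at least 146-fold and Ms4a3 at least 54.0-fold higher, with no count in the WT libraries. Pkhd1l1 had a log2 fold change of 9.52 (standard error 0.61, edgeR adjusted p = 0.00215), or 9.51 (adjusted p = 0.0107) with the block. Nts was at least 99.6-fold lower, Sbspon at least 85.1-fold lower and Col26a1 at least 110-fold lower, each fold being set against the floor of 3 counts. The block kept all 6 of these MEF genes above the thresholds, with adjusted p-values of edgeR's test between 0.0107 and 0.0246.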

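The comparison covered 12803 genes expressed and tested in both cell types. Of 271 down-regulated genes in mESCs and 346 in MEFs, 14 were shared, against 7.32 expected by chance (2-sided Fisher's exact test, p = 0.0204, adjusted p = 0.0408 over the 2 directions). Of 415 upregulated genes in mESCs and 546 in MEFs, 22 were shared, against 17.7 expected (Fisher's exact test, p = 0.267, adjusted p = 0.267). With the replicate block in both fits, 43 down-regulated genes (Fisher's exact test, p = 4.04e-06, adjusted p = 8.08e-06) and 36 upregulated genes (p = 0.0365, adjusted p = 0.0365) were shared. DESeq2 moved the down-regulated overlap most, to 78 genes. That overlap passed with upper-quartile normalization (exact test, adjusted p = 0.00694) and without a filter (adjusted p = 0.0148). It did not with RLE normalization (exact test, adjusted p = 0.0824) or at least 10 counts in every library (adjusted p = 0.652). In 1 fit of all 11 libraries 6 were shared, against 12.3 expected. The upregulated overlap passed after the GC correction, chosen after seeing the data (25 genes, exact test, adjusted p = 0.00258). In opposite directions, 28 genes were upregulated in mESCs and down-regulated in MEFs, and 18 the reverse. These 46 genes outnumber the 36 selected in the same direction, and the opposite directions were not tested against chance. Across all 12803 genes the log2 fold changes in mESCs and MEFs correlated with a Spearman rho of −0.138 and a Pearson r of −0.0935. Genes are not independent replicates.

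Ranked by the smaller of their changes in the 2 cell types, Apod, Wnt7a and Ano1 had the largest shared decreases. The log2 fold change of Apod was −3.67 in mESCs and −6.79 in MEFs, and that of Ano1 was −3.05 and −5.12. Wnt7a had a log2 fold change of −3.05 in mESCs, where it was not selected with the block, and had no count in the Atxn7l3−/− MEFs, which makes it at least 7.82-fold lower there. Ranked the same way, Mst1r, S100a4 and Saa3 had the largest shared increases, with log2 fold changes of 4.01, 2.69 and 2.25 in mESCs and 6.26, 2.79 and 6.55 in MEFs. S100a4 in Atxn7l3−/− mESCs stood at 1.15 ± 0.411 CPM (SD, n = 3), against 108 ± 64.6 CPM in WT MEFs. Of these 6 genes, the effect differed between the cell types for Saa3 (difference of log2 fold changes 4.37, adjusted p = 0.0144 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment of the interaction), while the adjusted p of the other 5 lay between 0.0617 and 0.934. The interaction test took 1 dispersion per gene for both cell types. The log2 fold changes of the 6 genes in MEFs with the block ranged from −7.58 to 6.82, and all 6 stayed selected there.

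**Figure D2:**
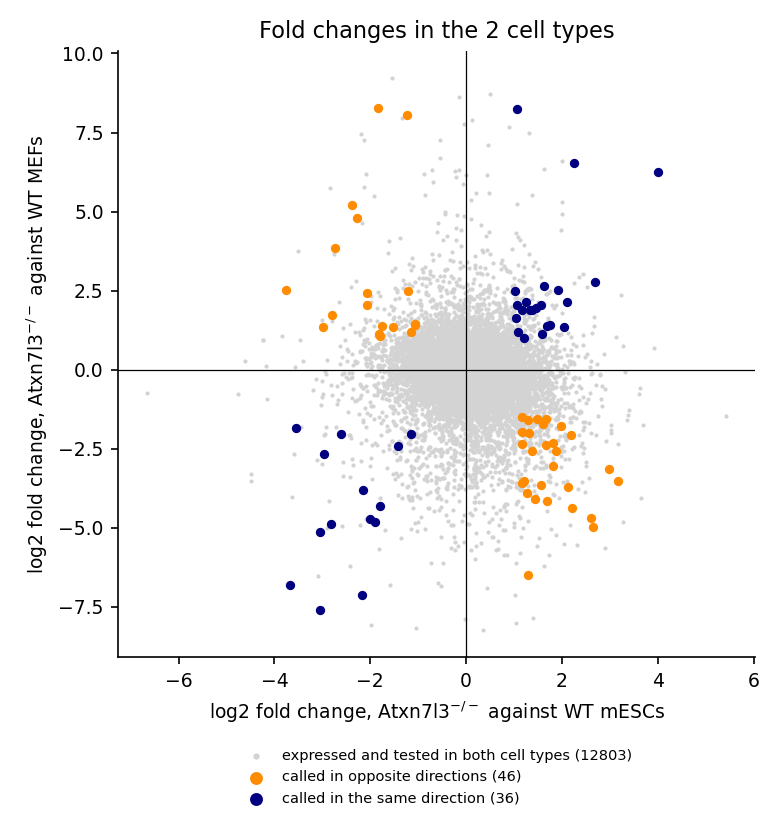
Log2 fold change in Atxn7l3−/− MEFs against that in Atxn7l3−/− mESCs for the 12803 genes expressed and tested in both, each point 1 gene. Genes selected in both cell types in the same direction (36, navy) and in opposite directions (46, orange) are marked.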

**Fig. 3:**
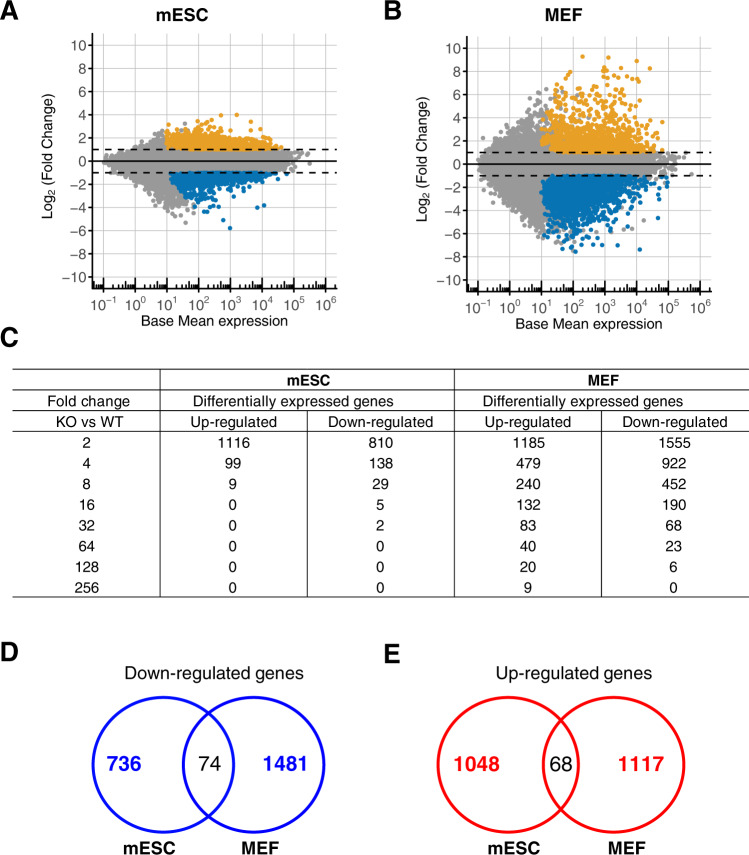
*Atxn7l3*^−/−^ mESCs and MEF-like cells show significant deregulation of transcription. MA-plots of RNA-seq data carried out on poly(A)^+^ RNA isolated from *Atxn7l3*^*+/+*^ and *Atxn7l3*^*−/−*^ mESCs (**A** two and three biological replicates, respectively), or from *Atxn7l3*^*+/+*^ and *Atxn7l3*^*−/−*^ MEFs (**B** three biological replicates, each). Log_2_ fold changes are shown versus Log_2_ mean expression signal. Differentially expressed genes were selected using the following thresholds: adjusted *p* value ≤ 0.05, absolute value of Log_2_ fold change ≥ 1 and base median expression over 10 normalized reads to the median size of transcript in kb. Orange dots indicate up-regulated genes and blue dots indicates downregulated genes. **C** The number of significantly affected genes for *Atxn7l3*^*−/−*^ (KO)/*Atxn7l3*^*+/+*^ (WT) are represented for either mESCs or MEFs: adjusted *p*-value ≤ 0.05 and absolute value of fold change ≥2, 4, 8, 32, 64, 128, 256, separately. Venn diagrams indicate the overlap of down-regulated (**D**) and upregulated (**E**) genes between mESCs and MEFs.

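Enrichment was tested on the biological process annotation that the authors deposited with the counts, in each list against the expressed and tested genes that carry such an annotation, 11443 genes in mESCs. Fisher's exact tests (2-sided) were adjusted by the Benjamini-Hochberg method over the 1845 terms with 10 to 2000 genes in this background. Of the 281 annotated down-regulated genes in Atxn7l3−/− mESCs, 91 belonged to regulation of transcription, DNA-templated, 2.07 times the share in the background (Fisher's exact test, adjusted p = 2.51e-09). Cell differentiation held 21 of them, 1.67 times the background share (exact test, adjusted p = 0.473). Transcription, DNA-templated (66 genes, exact test, adjusted p = 0.000193) and cellular response to leukemia inhibitory factor (13 genes, adjusted p = 0.000853) were among the 8 terms with an adjusted p of 0.05 or less. Of the 386 annotated upregulated genes, 34 belonged to metabolic process (2.80 times the background share, exact test, adjusted p = 9.75e-05), the 1 term that passed. Cell adhesion held 21 upregulated genes, 2.25 times the background share (exact test, adjusted p = 0.138). With genes selected by DESeq2, cell adhesion held 44 upregulated genes (exact test, adjusted p = 0.000511) and cell differentiation 45 down-regulated genes (adjusted p = 0.223). Without a filter on low counts these were 40 (exact test, adjusted p = 0.00146) and 44 (adjusted p = 0.0973). With the replicate block, which in mESCs does not separate sex from genotype, they were 33 (exact test, adjusted p = 0.000445) and 32 (adjusted p = 0.0412). Without replicate 3 of the Atxn7l3−/− mESCs they were 27 (exact test, adjusted p = 0.0497) and 30 (adjusted p = 0.0168). That fit does not separate sex from genotype either. Of its libraries, only the WT ones had Y-linked genes above 10 CPM.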

Gene ontology (GO) analyses of genes down-regulated in *Atxn7l3*^*−/−*^ mESCs revealed enrichment of GO categories linked to regulation of transcription, as well as cell differentiation, while in the up-regulated genes the GO categories “Metabolic processes”, and “Cell adhesion” were enriched (Supplementary Fig. S4C, D). 

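In MEFs, the background held 11360 expressed, tested and annotated genes and 1909 terms. Of the 425 annotated down-regulated genes, 47 belonged to multicellular organism development, 1.97 times the background share (Fisher's exact test, adjusted p = 0.00271), and 32 to cell adhesion, 2.42 times the background share (adjusted p = 0.00242). They were among 19 terms that passed, of which G-protein coupled receptor signaling pathway (26 genes) had the smallest adjusted p, 0.00175. Of the 554 annotated upregulated genes, 29 belonged to immune system process, 2.31 times the background share (exact test, adjusted p = 0.0451), the 1 term that passed. Metabolic process held 25 upregulated genes, 1.45 times the background share (exact test, adjusted p = 0.975). With the replicate block, multicellular organism development held 103 down-regulated genes (exact test, adjusted p = 3.67e-10), cell adhesion 63 (adjusted p = 1.18e-07), immune system process 34 upregulated genes (adjusted p = 0.00515) and metabolic process 32 (adjusted p = 0.548). With genes selected by DESeq2, immune system process had an adjusted p of 0.0805 (exact test). Fits that each left out 1 MEF library changed these outcomes. Multicellular organism development passed only without replicate 3 of the Atxn7l3−/− MEFs (exact test, adjusted p = 2.12e-08), as did immune system process (0.0153). Cell adhesion passed in that fit (1.04e-07) and without replicate 2 of the WT MEFs (exact test, adjusted p = 0.000261). Outside the fit without that replicate 3, the lists held 60 to 214 annotated down-regulated genes, against 425.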

Analyses of *Atxn7l3*^*−/−*^ MEFs indicated that genes involved in “Multicellular organism development”, and “Cell adhesion” were down-regulated, while genes belonging in “Metabolic” and “Immune system” processes were up-regulated (Supplementary Fig. S4E, 4F). Thus, ATXN7L3-related DUB activities regulate different subsets of genes in the two cellular systems.

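The difference between the effects in the 2 cell types was tested as the interaction of cell type and genotype over all 11 libraries. Of 19326 genes, 2205 (11.4%) had an effect of the genotype that differed between mESCs and MEFs with an adjusted p of 0.05 or less (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 1381 with the replicate block. Among the genes selected in mESCs, 375 of the 810 tested for the interaction (46.3%) differed, and among those selected in MEFs, 714 of 1193 (59.8%). Of the 1882 genes selected in 1 cell type only, 1839 were tested, and the effect differed for 989 of them. DESeq2 moved the number most, to 4188 genes. After the GC correction, chosen after seeing the data, it was 1711, or 1127 together with the block. The interaction fit took 1 dispersion per gene for both cell types. In that fit 316 genes were selected in mESCs and 2294 in MEFs, against 833 and 1213 in the separate fits. Where a gene's spread differs between the cell types, its interaction p-value may therefore be too small or too large.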

### Cell adhesion and extracellular matrix genes are downregulated in *Atxn7l3*^*−/−*^ MEFs

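Of the 11360 annotated genes, 353 belonged to cell adhesion. Among these 353 genes, 32 (9.07%) were down-regulated in Atxn7l3−/− MEFs, against 3.74% of all annotated genes (Fisher's exact test, p = 4.38e-06, adjusted p = 8.76e-06 over the 2 directions). Upregulated genes numbered 21 (5.95%), against 4.88% (exact test, p = 0.316, adjusted p = 0.316). The log2 fold change was negative for 244 of the 353 genes (69.1%), with a median of −0.72. With the replicate block, 63 were down-regulated (exact test, p = 1.85e-10, adjusted p = 3.7e-10) and 29 upregulated (p = 0.0339, adjusted p = 0.0339). DESeq2 moved the count of down-regulated genes most, to 90, and it was 8 when replicate 1 of the Atxn7l3−/− MEFs was left out. After the GC correction, chosen after seeing the data, 27 of the 353 genes were down-regulated, or 52 together with the block.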

We further investigated the expression changes observed in the “Cell adhesion” GO category, since they could account for the unusual shape of the *Atxn7l3*^*−/−*^ MEFs. 

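Fig. 4A lists 116 cell adhesion genes, 110 of which were tested in MEFs. All 110 had a negative log2 fold change, with a median of −3.45 and a range from −7.86 to −1.02, in a list drawn from genes the paper found differentially expressed in the same libraries. The WT and Atxn7l3−/− libraries did not overlap for 102 of them (92.7%). Chance gives 10% for genes not selected on these libraries, which is no measure for this list. After adjustment over all genes tested, 32 of the 110 genes were down-regulated by edgeR's test, or 59 with the replicate block. An adjusted p of 0.05 or less was reached by 41 genes over all genes tested and by 106 when adjusted over the list alone, which shows no stability for a list of the paper's own calls. By group, 7 of 31 cadherins, 0 of 2 catenins, 0 of 3 cell adhesion molecules, 4 of 9 collagens, 3 of 4 integrins, 2 of 5 laminins and 16 of 56 other adhesion proteins were down-regulated. Col2a1 fell from 389 ± 206 to 1.68 ± 0.965 CPM (SD, n = 3 each), a log2 fold change of −7.86 (standard error 0.82, adjusted p = 0.00827 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 gave 88 of the 110 genes as down-regulated.

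**Figure D3:**
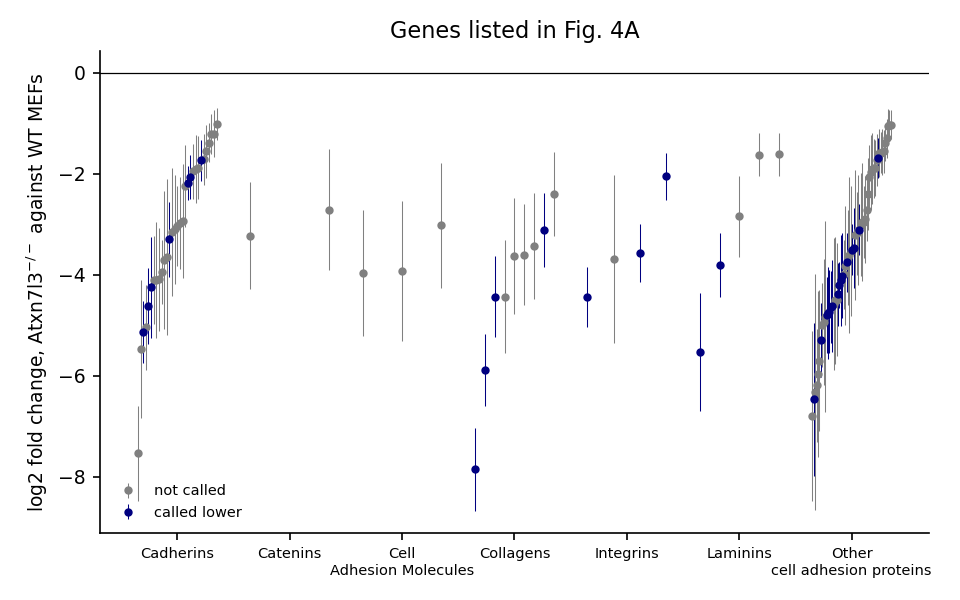
Log2 fold change in Atxn7l3−/− MEFs, with its standard error, for the 110 tested genes of Fig. 4A in their 7 groups. The 32 down-regulated genes are in navy, and all 110 values lie below 0.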

RNA-seq analyses indicated that a majority of genes coding for proteins belonging to this GO category: such as cadherins, catenins, collagens, and other cell adhesion molecules, were massively down-regulated in *Atxn7l3*^*−/−*^ MEFs compared to control MEFs (Fig. 4A). The deregulation of several of these genes was confirmed (Supplementary Fig. S3E).

**Fig. 4:**
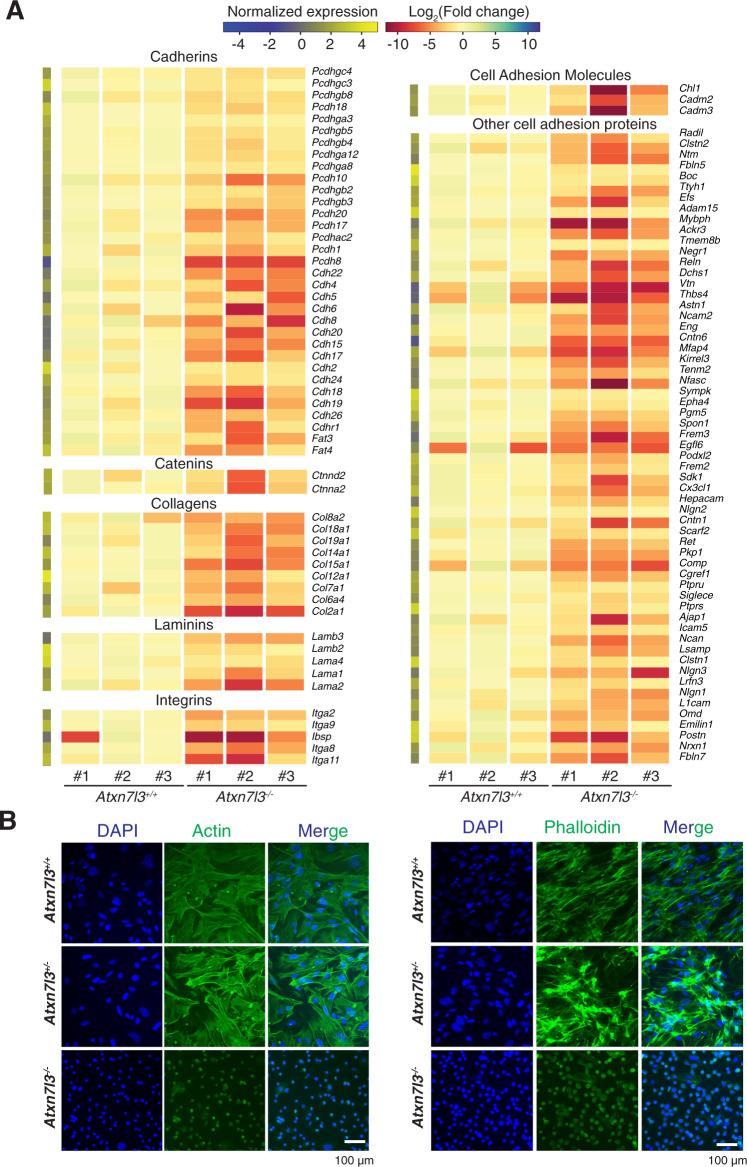
Cell adhesion genes are down-regulated in *Atxn7l3*^−/−^ MEFs. **A** Heat map showing transcript levels belonging to the cell adhesion GO category from the three biological replicates of *Atxn7l3*^*+/+*^ and *Atxn7l3*^*−/−*^ MEFs for transcripts that are differentially expressed. Log_2_ of normalized expression is shown on the vertical column on the left. **B** DAPI and immunofluorescence (IF) images of *Atxn7l3*^*+/+*^ and *Atxn7l3*^*−/−*^ MEFs stained with anti-β-actin antibody (left) and phalloidin (right) in MEF cells (*n* = 1). The merge of DAPI and IF images is also shown. Scale bar: 100 μm.

We next analyzed actin cytoskeletal proteins by fluorescence imaging. Using phalloidin staining, labeling F-actin filaments, and anti-β-actin immunofluorescence, we observed a massively reduced abundance of F-actin filaments and β-actin in *Atxn7l3*^*−/−*^ MEFs compared to WT MEFs (Fig. 4B), suggesting that loss of ATXN7L3 results in a down-regulation of cell adhesion complexes, which in turn would disrupt actin cytoskeleton in MEFs.

### H2Bub1 levels increase in the gene bodies of *Atxn7l3*^−/−^ mESCs and *Atxn7l3*^−/−^ MEFs

To evaluate the changes in the genome-wide distribution of H2Bub1 in *Atxn7l3*^*−/−*^ mESCs, or *Atxn7l3*^*−/−*^ MEFs versus WT controls, ChIP-seq was performed using an anti-H2Bub1 antibody. The genomic distribution of H2Bub1 on several housekeeping genes was visualized using IGV. H2Bub1 levels in both WT cell populations are relatively low, but highly increase in coding regions of both *Atxn7l3*^−/−^ mESCs and *Atxn7l3*^−/−^ MEFs, often showing a H2Bub1 enrichment peak downstream of the transcription start site (TSS) (Fig. 5A, B).

**Fig. 5:**
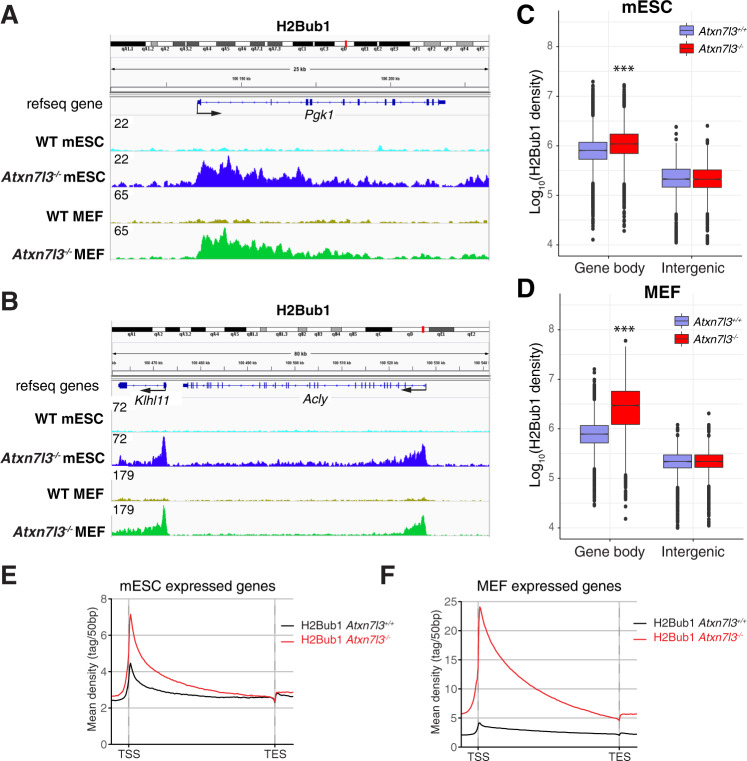
Histone H2Bub1 levels increase strongly in the gene bodies of both *Atxn7l3*^−/−^ mESCs and Atxn7l3^−/−^ MEFs. **A**, **B** IGV genomic snapshots of H2Bub1 binding profiles (*n* = 1) at three selected genes (*Pgk1*, *Klhl11*, and *Acly*). Direction of the transcription is indicated by arrows. Group scaled tag densities on each gene either in mESCs, or in MEFs, are indicated on the left. **C, D**. Boxplots showing the Log_10_(H2Bub1 density) on the gene bodies of expressed transcripts or intergenic regions. Two-sided Wilcoxon rank sum test with continuity correction (***: *p* value < 2.2e-16). Average metagene profiles showing H2Bub1 distribution on the bodies of expressed genes. 16269 expressed genes in mESCs (**E**) and 15084 expressed genes in MEFs cells (**F**) were chosen. TSS: transcription start site. TES: transcription end site. −5 kb region upstream of the TSS and +5 kb region downstream of the TES were also included in the average profile analyses.

To analyze quantitatively how the loss of the ATXN7L3-linked deubiquitylation activity changes H2Bub1 levels genome-wide, the presence of H2Bub1 over coding sequences of all annotated genes was normalized to intergenic regions and calculated. These analyses indicated that in *Atxn7l3*^*−/−*^ mESCs and in *Atxn7l3*^*−/−*^ MEFs the levels of H2Bub1 increase significantly over the gene body regions of either all expressed genes (Fig. 5C, D), or non-neighboring expressed genes (after removing overlapping gene units within a 5 kb window 5’ and 3’; Supplementary Fig. S5A, B). In transcribed genes, we observed a 1.8-fold increase in H2Bub1 levels in *Atxn7l3*^*−/−*^ mESCs compared to WT controls, and a 6.5-fold increase in *Atxn7l3*^*−/−*^ MEFs (Fig. 5C, D, Supplementary Fig. S5C, D).

Next, metagene profiles of H2Bub1 spanning the entire transcribed regions and extending 5 kb upstream from TSSs and 5 kb downstream of the transcription end site (TES) were generated in *Atxn7l3*^*−/−*^ versus WT mESCs or MEFs (Fig. 5E, F). These profiles revealed a global increase of H2Bub1 over the whole transcribed region with an important enrichment in the region downstream from the TSS in *Atxn7l3*^*−/−*^ compared to WT mESCs (Fig. 5E). Similar results were obtained when we compared WT and *Atxn7l3*^*−/−*^ MEFs, however with a much stronger increase in H2Bub1 levels on the gene-body regions of *Atxn7l3*^*−/−*^ MEFs than in *Atxn7l3*^*−/−*^ mESCs (Fig. 5E, F). Moreover, our analyses on all expressed non-overlapping genes, up- or down-regulated in *Atxn7l3*^*−/−*^ cells (Supplementary Fig. S5E–J) show that H2Bub1 levels increase strongly in all categories, except at genes downregulated in *Atxn7l3*^*−/−*^mESCs (Supplementary Fig. S5F). These results show that ATXN7L3-linked DUB activity is responsible for the genome-wide deubiquitylation over the coding regions of expressed genes in mESCs and MEFs and suggest no general link between genome-wide H2Bub1 erasure defects and Pol II transcription.

### Pol II occupancy does not correlate with the H2Bub1 increase in *Atxn7l3*^*−/−*^ cells

To test whether the strong increase in H2Bub1 over the transcribed regions observed in the *Atxn7l3*^*−/−*^ cells would influence Pol II occupancy at promoters and/or in gene bodies, *Atxn7l3*^*−/−*^ mESCs and MEFs, as well as control cells, were subjected to ChIP-seq, using an antibody recognizing the non-modified CTD of the largest subunit of Pol II (RPB1). Data obtained from *Atxn7l3*^*−/−*^ mESCs, and *Atxn7l3*^*−/−*^ MEFs at selected genes (Fig. 6A, B), or genome-wide (k-means clustering, Fig. 6C, D; and meta-gene plots, Fig. 6E, F) indicated that Pol II occupancy did not change dramatically, compared with the corresponding WT cells. Pol II occupancy at expressed genes was almost not affected at the TSS regions and slightly decreased in the gene body regions in both *Atxn7l3*^*−/−*^ cell types compared to WT cells (Fig. 6E–F). In contrast, at most of Pol II occupied regions, H2Bub1 levels were highly increased in *Atxn7l3*^*−/−*^ mESCs and MEFs, compared to control cells (Fig. 5E, F). Next, we tested Pol II occupancy on genes, which were either down- or up-regulated by the loss of ATXN7L3-linked DUB activity (Fig. 3). Our metagene analyses on the up- and down-regulated gene categories in both *Atxn7l3*^*−/−*^ cell types suggest that Pol II occupancy changes tend to correlate with the observed changes in transcript levels, but not with changes in H2Bub1 levels (Supplementary Fig. S6A, B, E and F). As expected, we observed a complete loss of Pol II occupancy at highly down-regulated genes, or a strong increase in Pol II occupancy at highly upregulated genes in *Atxn7l3*^*−/−*^ MEFs, compared to control cells (Supplementary Fig. S7). However, these totally opposite Pol II occupancy changes were often accompanied by a strong increase in H2Bub1 levels at these genes (Supplementary Fig. S7). These results together suggest that a strong global H2Bub1 increase in *Atxn7l3*^*−/−*^ cells do not globally deregulate Pol II occupancy at transcribed genes.

**Fig. 6:**
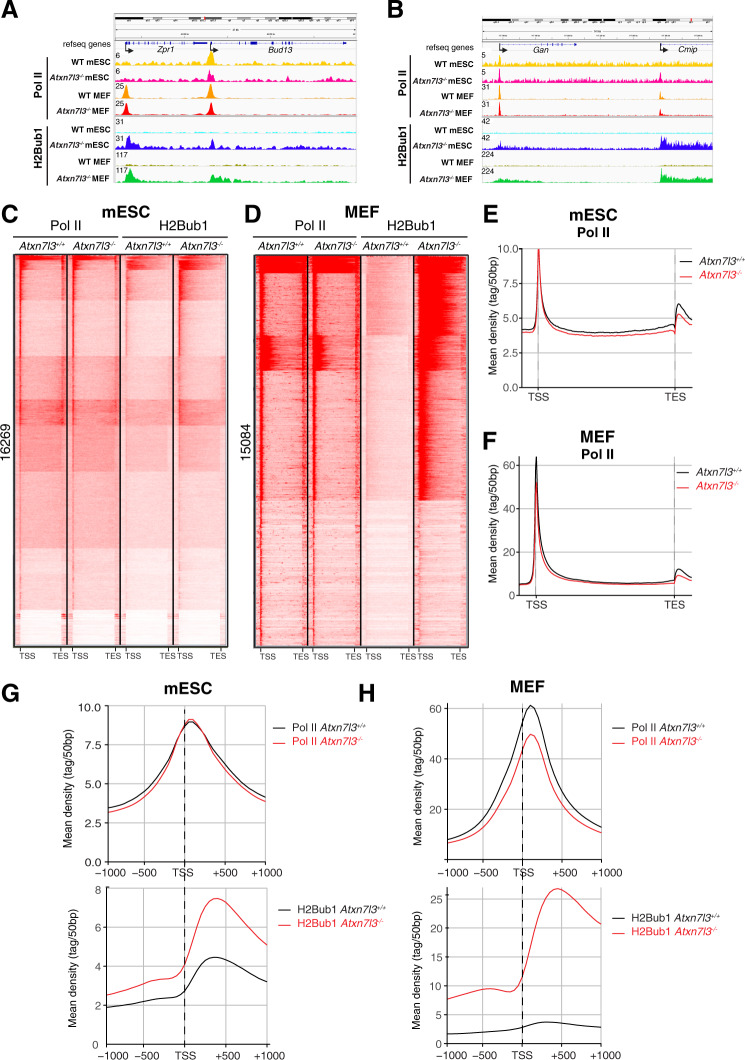
The modest genome-wide Pol II occupancy changes do not correlate with the strong H2Bub1 increases observed in the *Atxn7l3*^−/−^ mESCs or MEFs. **A, B** IGV genomic snapshots of H2Bub1 and Pol II binding profiles (*n* = 1) at four selected genes (*Zpr1*, *Bud13, Gan* and *Cmip*). Direction of the transcription is indicated by arrows. Group scaled tag densities on each gene either in mESCs, or in MEFs, are indicated on the left. K-means clustering showing the distribution of Pol II and H2Bub1 on genes expressed in mESCs (C, 16269 transcripts) and in MEFs (D, 15084 transcripts) (from −5 kb upstream from the TSS to + 5 kb downstream of the TES) in control and *Atxn7l3*^*−/−*^ mESC (**C**) and MEF (**D**). Average metagene profiles showing Pol II distribution on bodies of expressed genes (from −5 kb upstream from the TSS to + 5 kb downstream of the TES) in control and *Atxn7l3*^*−/−*^ mESCs (**E**) and MEFs (**F**). Average profiles depicting Pol II and H2Bub1 distribution around the TSS (TSS −1 kb / +1 kb) of expressed genes in control and *Atxn7l3*^*−/−*^ mESCs (**G**) and MEFs (**H**).

### Paused Pol II and H2Bub1 peaks downstream of the TSSs do not overlap

Next, we analyzed whether promoter proximal Pol II peaks observed at transcribed genes around the +60 bp region [57–59], would overlap with the H2Bub1 peak observed downstream of the TSSs both in WT and *Atxn7l3*^*−/−*^ cells. As expected meta-gene analyses around the TSSs showed that in both mESCs and MEFs (WT and *Atxn7l3*^*−/−*^) Pol II peaks gave the highest signal at around the +60 bp region (Fig. 6G, H). In contrast, H2Bub1 density in WT and *Atxn7l3*^*−/−*^ mESCs and *Atxn7l3*^*−/−*^ MEFs is low in the +60 bp region and reaches its maximum more downstream, in the +300 bp region (Fig. 6G, H). Importantly, Pol II accumulation at the pause site was not influenced by the large increase of H2Bub1 in *Atxn7l3*^*−/−*^ cells, suggesting that H2Bub1 deubiquitylation by the ATXN7L3-dependent DUB module(s) may not regulate promoter-proximal pausing of Pol II, and/or Pol II turnover.

### Pol II elongation rates are not changed by H2Bub1 increase in *Atxn7l3*^*−/−*^ cells

As transcription elongation-linked Ser2 phosphorylation (Ser2P) of Pol II peaks downstream of the TSS and then increases again gradually in the gene body region [60], we performed anti-Pol II-Ser2P ChIP-seq in the *Atxn7l3*^*−/−*^ mESCs, compared to WT cells. Our genome-wide analyses of Pol II-Ser2P occupancy on expressed genes either by k-means clustering or by metagene profiling indicated no detectable changes around the TSS regions, but a slight (1.13-fold) increase of the Pol II-Ser2P signal toward the TES and downstream of it (Fig. 7A, B). K-means clustering analyses distinguished genes with a strong Pol II-Ser2P signal around their TESs in WT mESCs (Cluster 1, Fig. 7A) and genes devoid of Pol II-Ser2P enrichment around their TESs (Cluster 2, Fig. 7A). Metagene profiles of each cluster indicated that the increase of Pol II-Ser2P signal downstream of the TES in *Atxn7l3*^*−/−*^ mESCs was more pronounced at genes of Cluster 1 than at Cluster 2 (1.4-fold, Fig. 7A, C, D), suggesting potential defects in Pol II transcription, elongation rates and/or termination on genes belonging to Cluster 1.

**Fig. 7:**
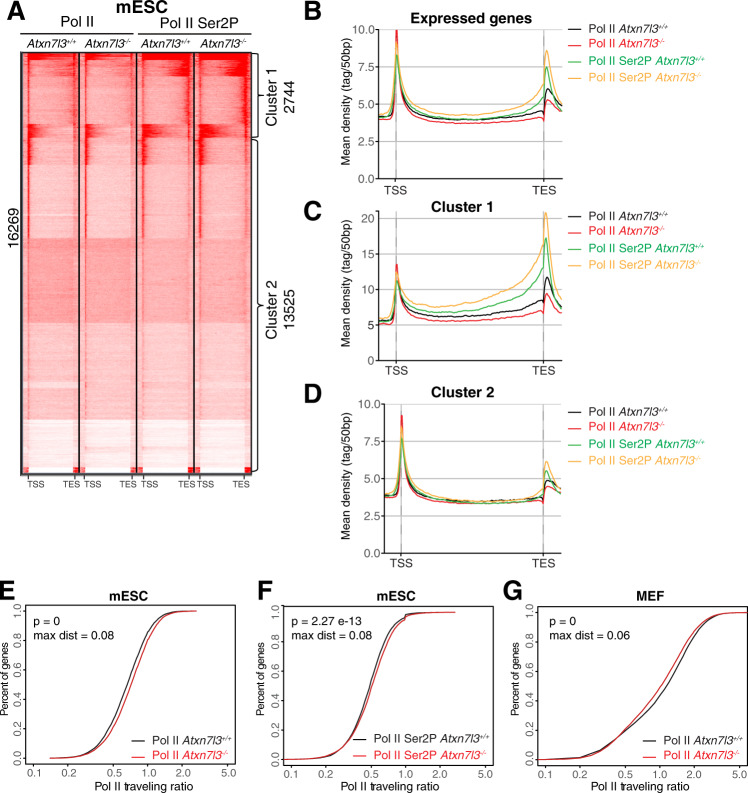
Pol II elongation rates are not changed by H2Bub1 increase in the gene-body regions of *Atxn7l3*^−/−^ cells. **A**. K-means clustering showing the distribution of Pol II and Pol II Ser2P (*n* = 1) on 16269 expressed genes in mESCs (from −5 kb upstream from the TSS to + 5 kb downstream of the TES) in control and *Atxn7l3*^*−/−*^ mESC. Two clusters have been separated (as indicated) based on the Pol II Ser2P signal accumulation around the TES region in WT ESCs. Average metagene profiles showing Pol II and Pol II Ser2P distribution on bodies of expressed genes (**B**), Cluster 1 (**C**) or Cluster 2 (**D**) (from −5 kb upstream from the TSS to + 5 kb downstream of the TES) in WT and *Atxn7l3*^*−/−*^ mESCs. The color code is indicated on the right of the panels. Pol II (**E**) and Pol II Ser2P (**F**) traveling ratios were calculated in WT and *Atxn7l3*^*−/−*^ mESC, and Pol II (**G**) traveling ratio was calculated in WT and *Atxn7l3*^*−/−*^ MEFs for genes expressed more than 100 normalized reads to the median size of transcript in kb. Kolmogorov & Smirnov test *p* values and maximal distance (max dist) are indicated.

Thus, we determined whether Pol II elongation rates in gene bodies was altered in *Atxn7l3*^*−/−*^ mESCs or MEFs, compared to WT cells. To this end we measured Pol II traveling ratios [53, 61]. Pol II and Pol II-Ser2P traveling ratios in *Atxn7l3*^*−/−*^ mESCs, or Pol II traveling ratio in *Atxn7l3*^*−/−*^ MEFs, compared to WT cells, showed only very minor changes on expressed genes (Fig. 7E, G), suggesting that Pol II elongation rates were not significantly changed in *Atxn7l3*^*−/−*^ mESCs or MEFs.

## Discussion

### Loss of the DUB adaptor ATXN7L3 results in a more severe phenotype than the loss of the DUB enzyme of SAGA, USP22

The relative abundance and function of the various DUB complexes, their redundant activities and/or compensatory mechanisms, in different cell types, at various stages of mouse embryogenesis has not been explored. Koutelou et al. (2019) [44] revealed that USP22 is essential for placental development. Consistent with our findings, *Usp22*^−/−^ embryos developed normally up to E12.5, but then die around E13.5-E14.5. It has been reported that *Usp22* is expressed ubiquitously in the embryo and hyppomorphic *Usp22*^lacZ/lacZ^ mice have a reduced body size and weight [54]. The absence of a strong morphological phenotype in the *Usp22*^−/−^ embryos before E13.5 suggests that many key early developmental processes do not require USP22, or that USP22 function can be compensated by other USPs, such as USP27X, USP51. It is however remarkable that placental development in *Usp22*^−/−^ embryos cannot be compensated by other USPs, suggesting a possible direct requirement of the SAGA complex in placental development.

On the other hand, no compensation is expected in *Atxn7l3*^−/−^ embryos as the absence of ATXN7L3 is supposed to inactivate all SAGA-related DUB complexes [34]. Indeed, the *Atxn7l3*^−/−^ phenotype is more severe than that of *Usp22*^−/−^, occurring as early as E7.5. Although it is not known whether the H2Bub1 deubiquitylation is linked to *Usp22*^−/−^ or *Atxn7l3*^−/−^ embryos phenotypes, it is interesting to note that there is a parallel between the severity of the phenotypes and the changes in H2Bub1 levels. E10.5 *Usp22*^−/−^ embryos are normal and their genome-wide histone H2Bub1 levels do not increase (Fig. 1C, E), while in contrast E10.5 *Atxn7l3*^−/−^ embryos are seriously affected and their H2Bub1 levels increase 4-5-fold (Fig. 1D, F).

We observed two categories of *Atxn7l3*^−/−^ mutants: i) the severely affected embryos (2/3^rd^) which are growth retarded, fail to turn and display shortened trunk and abnormal head development; ii) the mildly affected embryos (1/3^rd^), which do turn and only display mild growth delay. It is conceivable that ATXN7L3 is involved in embryo patterning as for example, Nodal signaling mutant embryos, which are defective in early patterning of the primitive streak, also fail to turn [62]. Nevertheless, the fact that some *Atxn7l3*^−/−^ embryos escape the severe phenotype suggests that ATXN7L3 and the corresponding DUB module(s) could be involved in a developmental checkpoint control at the time of embryo turning. Remarkably, all *Atxn7l3*^−/−^ embryos die around E11.5, and in addition to placental defects, they exhibit cardiovascular defects, as enlarged pericardium and blood pooling in the heart are observed in the severely affected *Atxn7l3*^−/−^ embryos. Thus, the comparison of the *Usp22*^−/−^ and *Atxn7l3*^−/−^ embryo phenotypes suggest that the defects observed in *Usp22*^−/−^ embryos could be compensated until E13.5 in the absence of USP22 by the activity of USP27X- and/or USP51-containing DUBs, which would require ATXN7L3 and ENY2 cofactors. Such compensation would not happen in *Atxn7l3*^−/−^ embryo, as in the absence of ATXN7L3 all three related DUBs would be inactive.

The comparisons of *Atxn7l3* regulated genes (RNA-seq from our study) with SAGA-bound genes (anti-TAF6L ChIP-seq [63]) in mESCs suggest that only a minority (< 8%) of SAGA-bound genes are regulated (up or down) by the loss of ATXN7L3-linked DUBs. This further suggests that the USP27x- and/or USP51-containing DUBs may have also SAGA-independent gene regulatory functions.

In conclusion, our results showing that *Usp22*^−/−^ embryo phenotypes are less severe agree with the biochemical findings suggesting that in *Usp22*^−/−^ cells the activity of only one of the three related DUB modules is eliminated. In contrast, in the *Atxn7l3*^−/−^ embryos the activities of all three related DUB modules are eliminated, thus, causing a more severe phenotype. It is also possible that ATXN7L3 loss may influence the epithelial-mesenchymal transition during gastrulation. The fact that *Atxn7l3*^−/−^ embryos survive until E11.5, suggests that none of these three related DUBs would play an essential role before this embryonic stage, and that also H2Bub1 deubiquitylation is not essential for Pol II transcription before this developmental stage.

### Histone H2Bub1 deubiquitylation is not linked to global Pol II transcription

Although H2B monoubiquitylation has been linked to increased transcription, transcription elongation, DNA replication, mitosis, and meiosis [64], how this histone modification and the erasing of this mark function is not well understood. In *Saccharomyces cerevisiae* H2B mutant, K123R (which cannot be ubiquitylated) the expression of only a low number of genes (about 300–500) is affected [65], suggesting that ubiquitylation and deubiquitylation may not have global transcriptional regulatory functions in yeast. Nevertheless, it has been suggested that H2Bub1 stimulates FACT-mediated displacement of a H2A/H2B dimer which in turn would facilitate the passage of Pol II through the nucleosome [16] and that H2Bub1 would be required for efficient reassembly of nucleosomes behind the elongating Pol II [66, 67]. On the contrary, it was reported that the effect of H2Bub1 on nucleosome stability is relatively modest [68].

If H2Bub1 deposition (by RNF20/RNF40), or H2Bub1 erasure (by the ATXN7L3-containing DUB modules) would carry out opposite genome-wide actions, their gene regulatory actions would result in mirroring effects. However, when comparing RNA-seq data from *Rnf40* knock-out MEFs [12] with our RNA-seq obtained from *Atxn7l3*^*−/−*^ MEFs, we did not observe any anti-correlation between the regulated genes in these two datasets (the Pearson correlation coefficient is −0.042, Supplementary Fig. 8), suggesting that the H2Bub1 deposition and erasure are not (only) carrying out opposite functions on the transcribed genome.

Contrary to H2B monoubiquitylation, it is much less well understood whether H2Bub1 deubiquitylation would be a process significantly impacting Pol II transcription. Previously, by using an *ATXN7L3* knock-down strategy in HeLa cells we showed that the ATXN7L3-related DUB activities are directed toward the transcribed region of almost all expressed genes, but correlated only poorly with gene expression [19]. Our present results indicate that impairment of H2Bub1 deubiquitylation does not directly impact transcription initiation and/or elongation, because while we observe a massive H2Bub1 retention at almost every expressed gene in both *Atxn7l3*^*−/−*^ mESCs and *Atxn7l3*^*−/−*^ MEFs, Pol II and Pol II-Ser2P occupancy were only slightly impacted and only limited subsets of genes changed expression in both cellular systems (Figs. 3, 5–7). In addition, when comparing nascent and steady state mRNA changes of selected transcripts (Supplementary Fig. 3D) in WT ESCs and *Atxn7l3*^*−/−*^ ESCs, we did not observe any significant differences (data not shown). Moreover, in both cellular systems the lack of correlation between global H2Bub1 increase and consequent inhibition of global transcription suggests that H2Bub1 deubiquitylation does not directly regulate Pol II transcription. In agreement, the H3K4me3 chromatin mark present at the TSSs of active genes in eukaryotes, did not change in *Usp22*^*−/−*^ or in *Atxn7l3*^*−/−*^ embryos, in spite of the fact that in *Atxn7l3*^*−/−*^ embryos the H2Bub1 levels were increased by 4-5-fold (Fig. 1C, D). Similarly, global H3K9ac levels do not change in *Usp22*^*−/−*^ or in *Atxn7l3*^*−/−*^ embryos (Figs. 1C and 1D). Thus, our study corroborates other recent studies demonstrating catalytic-independent functions of chromatin modifying complexes in mouse ES cells [69–71].

Our results also suggest that the dynamic erasure of the H2Bub1 mark does not seem to influence global Pol II recruitment, pre-initiation complex formation at promoters, promoter proximal pausing or Pol II elongation rates (Figs. 6G, H and 7E–G). However, Ser2 phosphorylation of Pol II in Cluster 1 downstream of the TES regions in *Atxn7l3*^*−/−*^ ESCs was more pronounced, compared to WT cells (about 1.4-fold, Fig. 7A–C), suggesting a possible compensatory «sensing» mechanism by the kinases regulating Pol II transcription elongation.

Whether the observed embryo and cellular phenotypes in the *Atxn7l3*^*−/−*^ embryos can be directly linked to increased H2Bub1 levels in specific transcribed regions, and/or to deubiquitylation failures of other ubiquitylated protein targets, will need to be further investigated in the future.

### Ethics declarations

#### Animal experimentations

Animal experimentations were carried out according to animal welfare regulations and guidelines of the French Ministry of Agriculture.

## Supplementary information

Supplementary Information

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

## Data Availability

All the datasets generated during the current study are available together in Gene Expression Omnibus (GEO) database under the accession number GSE153587. Individual RNA-seq data can be accessed at GSE153578 and ChIP-seq data at GSE153584.

# Supplementary material for: Histone H2Bub1 deubiquitylation is essential for mouse development, but does not regulate global RNA polymerase II transcription
**Source:** Cell Death Differ. 2021 Mar 17;28(8):2385–403. doi: 10.1038/s41418-021-00759-2
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information:**

**Supplementary Figures, Supplementary figure legends, and Supplementary  
Table Legends**

**Histone H2Bub1 deubiquitylation is essential for mouse development, but  
does not regulate global RNA polymerase II transcription**

**Fang Wang<sup>1,2,3,4,\*</sup>, Farrah El-Saafin<sup>1,2,3,4,\*</sup>, Tao Ye<sup>1,2,3,4,5</sup>, Matthieu Stierle<sup>1,2,3,4</sup>,  
Luc Negroni<sup>1,2,3,4</sup>, Matej Durik<sup>1,2,3,4</sup>, Veronique Fischer<sup>1,2,3,4</sup>, Didier Devys<sup>1,2,3,4</sup>,  
Stéphane D. Vincent<sup>1,2,3,4</sup>, and László Tora<sup>1,2,3,4,#</sup>**

Illkirch, France;

\*These authors contributed equally to this work

Australia

**A**

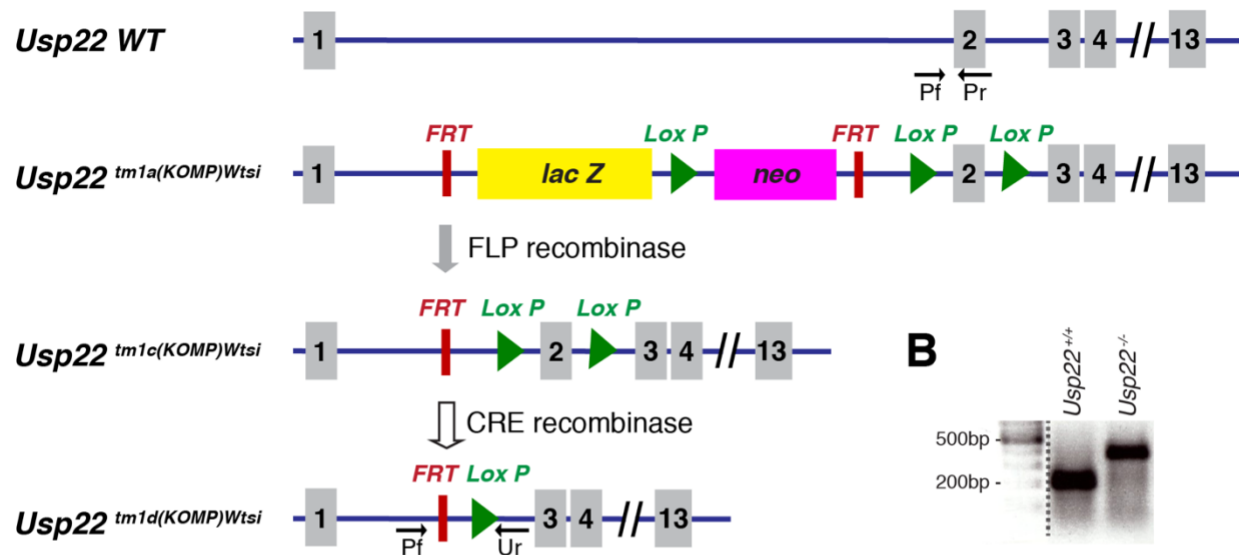

**B**

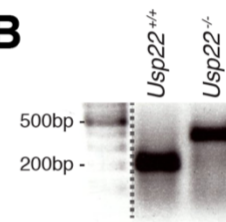

**C**

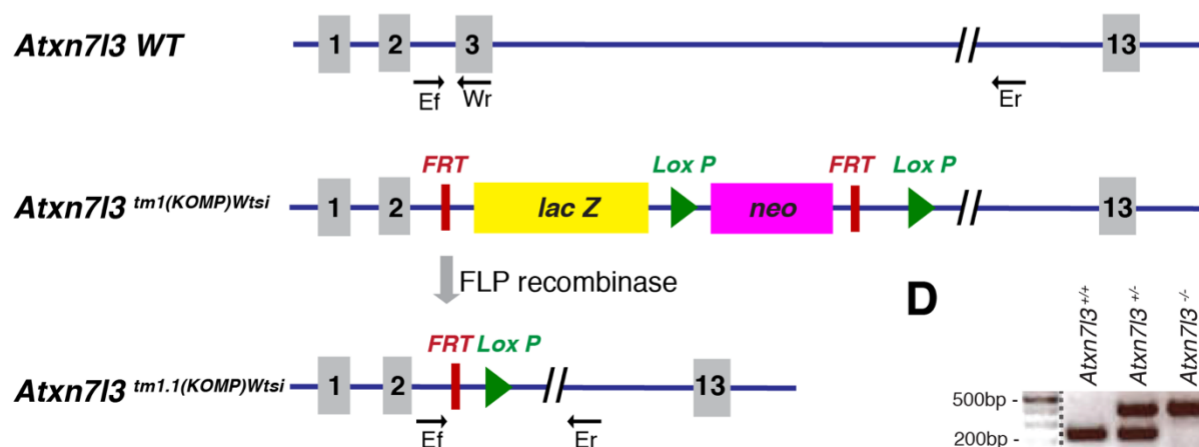

**D**

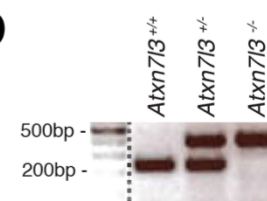

## Supplementary Figure 1: Deletion of the *Usp22* and *Atxn7l3* genes in mouse

**A.** Generation of the *Usp22*<sup>tm1d(KOMP)Wtsi</sup> allele (*Usp22*<sup>-</sup>) after FLP and CRE recombination of the *Usp22*<sup>tm1a(KOMP)Wtsi</sup> initial allele. The primers used for genotyping are indicated on the maps. **B.** PCR analysis of DNA samples using the Pf, Pr and Ur primers from *Usp22*<sup>+/+</sup> and *Usp22*<sup>-/-</sup> mice. The 199 and 362 bp bands correspond to the WT and null alleles, respectively. **C.** Generation of the *Atxn7l3*<sup>tm1.1(KOMP)Wtsi</sup> allele (*Atxn7l3*<sup>-</sup>) after FLP recombination of the *Atxn7l3*<sup>tm1(KOMP)Wtsi</sup> initial allele. The primers used for genotyping

32 are indicated on the maps. **D.** PCR analysis of DNA samples using the Ef, Er and Wr  
33 primers from *Atxn7l3*<sup>+/+</sup>, *Atxn7l3*<sup>+/-</sup> and *Atxn7l3*<sup>-/-</sup> mice. The 215 and 318 bp bands  
34 correspond to the WT and null alleles, respectively.

35

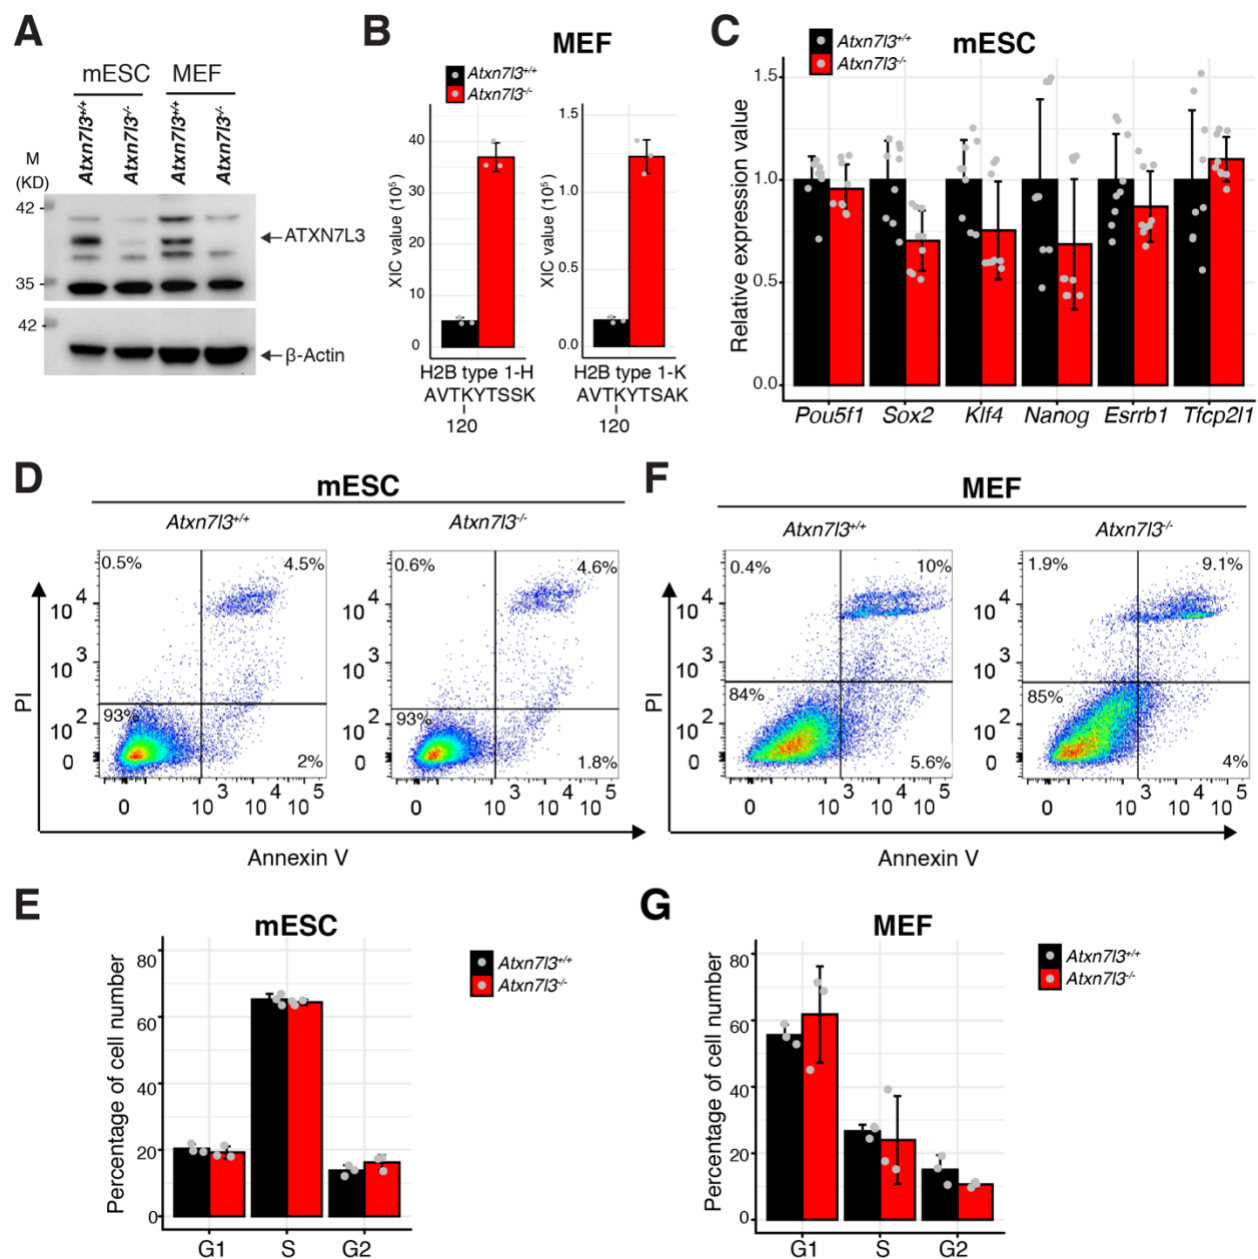

## Supplementary Figure 2:

**A.** Western blot analyses of *Atxn7l3*<sup>+/+</sup> and *Atxn7l3*<sup>-/-</sup> mESC and MEF whole cell extracts using anti-ATXN7L3 and anti-β-Actin antibodies. M: molecular weight marker (in kDa). **B.** *Atxn7l3*<sup>+/+</sup> and *Atxn7l3*<sup>-/-</sup> MEF whole cell extracts were digested by endoproteinase Lys-C and trypsin, ubiquitinated peptides were enriched with an anti-ubiquitin remnant motif (K-ε-GG) antibody, and analyzed by mass spectrometry. The identified monoubiquitinated histone H2B isoform peptides (the sequence of the two H2B

peptides with the ubiquitylated lysine 120 are indicated) were determined in extracted-ion chromatogram (XIC) values and quantified (see Materials and Methods). **C.** RT-qPCR analysis of genes associated with pluripotency in *Atxn7l3*<sup>+/+</sup> (black) and *Atxn7l3*<sup>-/-</sup> (red) mESCs. Y axis indicates the relative mRNA expression to the *Pgk1* housekeeping gene. *Atxn7l3*<sup>+/+</sup> RNA expression level is normalized to 1. Error bars represent  $\pm$ SD from three biological samples with three technical replicates (represented by grey dots) for each. **D** and **F.** Apoptosis measured by Annexin V and Propidium iodide (PI) staining and quantified by flow cytometry in mESC (D) and MEF (F) cells. **E** and **G.** Quantification of cell cycle phase distribution by flow cytometry from Propidium iodide (PI) treated *Atxn7l3*<sup>+/+</sup> (black) and *Atxn7l3*<sup>-/-</sup> (red) mESC (E) and MEF (G) cells. Error bars indicate  $\pm$ SD based on three biological replicates (represented by grey dots).

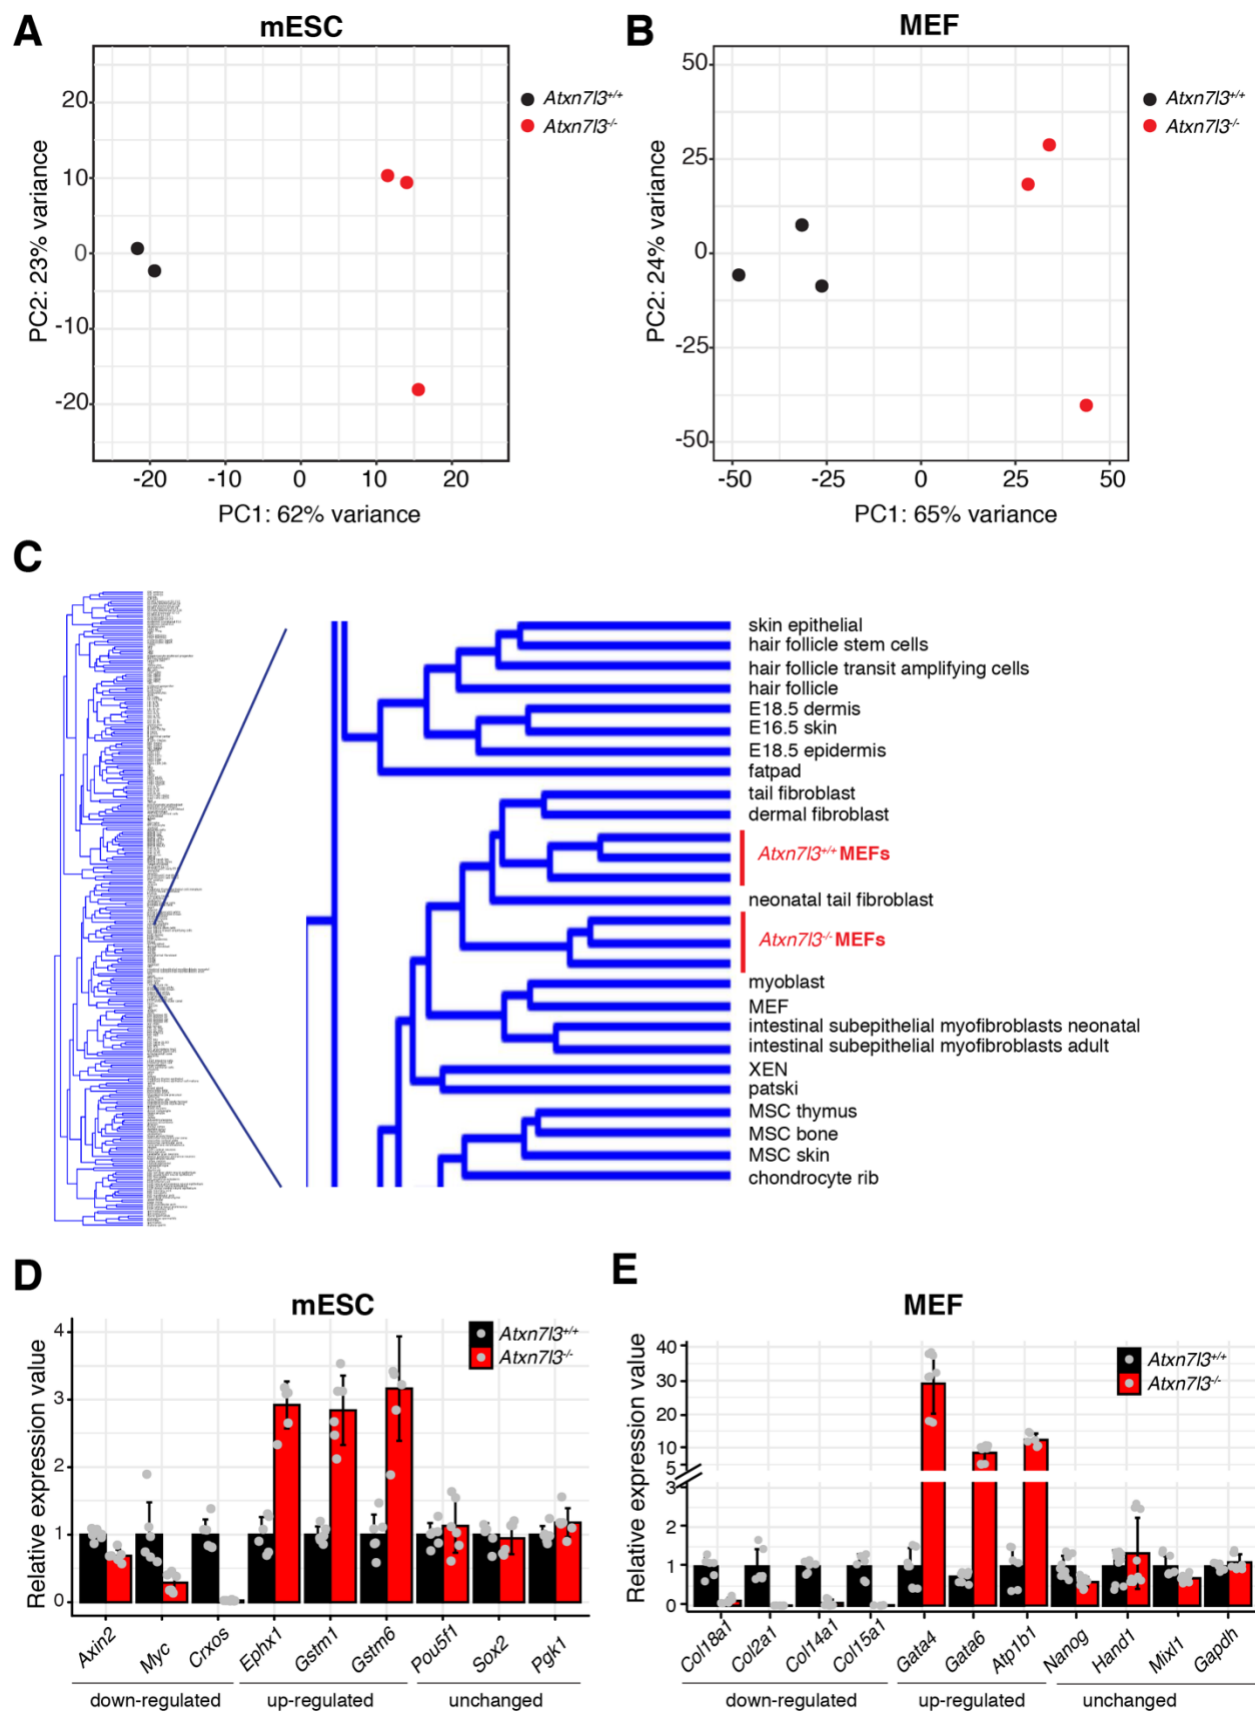

**Supplementary Figure 3**

**A-B.** Principal component analysis of control (black) and *Atxn7l3*<sup>-/-</sup> (red) RNA-seq data in mESCs (A) and MEFs (B). **C.** Hierarchical clustering of *Atxn7l3*<sup>-/-</sup> and control MEF RNA-seq data with 921 RNA-seq data from 272 distinct mouse cell types or tissues <sup>1</sup>. **D.** RT-qPCR analysis of up-regulated, down-regulated and unchanged genes from RNA-seq in mESC. 

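Principal components were computed on the 500 genes with the largest variance of log2 CPM. In mESCs, component 1 held 61.7% of the variance and placed the WT libraries at −46.3 and −39.0 and the Atxn7l3−/− libraries at 19.7, 23.0 and 42.6. Component 2, with 24.1%, set replicate 3 of the Atxn7l3−/− mESCs (35.7) apart from replicates 1 and 2 (−22.3 and −25.5). In MEFs, component 1 held 75.9%, with the WT libraries between −61.3 and −52.2 and the Atxn7l3−/− libraries at 42.4, 87.7 and 37.4, and component 2 held 11.3%. Among mESC libraries, Spearman correlations across genes were 0.985 between the 2 WT libraries, 0.968 to 0.980 among the Atxn7l3−/− libraries and 0.942 to 0.964 between genotypes.

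The genes assayed by RT-qPCR were also read from the RNA-seq counts. In mESCs, the log2 fold changes were −2.08 for Axin2, −4.61 for Myc and −6.16 for Crxos, and 1.90 for Ephx1, 2.02 for Gstm1 and 2.82 for Gstm6, all with an adjusted p of 0.0211 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pou5f1 (0.20, edgeR adjusted p = 0.604), Sox2 (−0.64, adjusted p = 0.0954) and Pgk1 (0.71, adjusted p = 0.391) were not selected. In MEFs the log2 fold changes were −4.44 for Col18a1 (edgeR adjusted p = 0.0264), −7.86 for Col2a1 and −5.89 for Col15a1 (adjusted p = 0.0112), with block values of −4.68, −7.83 and −6.00 and adjusted p-values of 0.0129, 0.0171 and 0.0130. Col14a1 went from 135 ± 21.6 to 12.5 ± 17.0 CPM (SD, n = 3 each), a log2 fold change of −3.43 (edgeR adjusted p = 0.0807), or −4.57 (adjusted p = 0.0422) with the block. Gata4 (5.26, edgeR adjusted p = 0.0177), Gata6 (4.86, adjusted p = 0.00878) and Atp1b1 (3.79, adjusted p = 0.0221) were upregulated, and with the block their log2 fold changes were 5.64, 4.92 and 4.09 (adjusted p = 0.0139, 0.0147 and 0.0229). Nanog had a log2 fold change of −0.39 (edgeR adjusted p = 0.554), or −0.35 (adjusted p = 0.591) with the block. Gapdh, whose reads the counting could have split with its pseudogenes, stood at 5.05 ± 2.24 CPM in WT and 6.37 ± 1.99 CPM in Atxn7l3−/− MEFs, with a log2 fold change of 0.33 (edgeR adjusted p = 0.65), or 0.40 (adjusted p = 0.493) with the block. Hand1 and Mixl1 were too low to be tested, with means of at most 0.247 and 0.134 CPM.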

Y axis indicates the relative mRNA expression to the *Pgk1* housekeeping gene in *Atxn7l3*<sup>-/-</sup> mESCs compared to WT controls. WT gene expression is normalized to 1. Error bars represent  $\pm$ SD from two biological and three technical replicates (represented by grey dots). **E.** RT-qPCR analysis of up-regulated, down-regulated and unchanged genes from RNA-seq in *Atxn7l3*<sup>-/-</sup> MEFs compared to WT control. Y axis indicates the relative mRNA expression of a given gene normalized to the expression of *Pgk1* and *Hsp90ab1* housekeeping genes. Error bars represent  $\pm$ SD from two biological and three technical replicates (represented by grey dots).

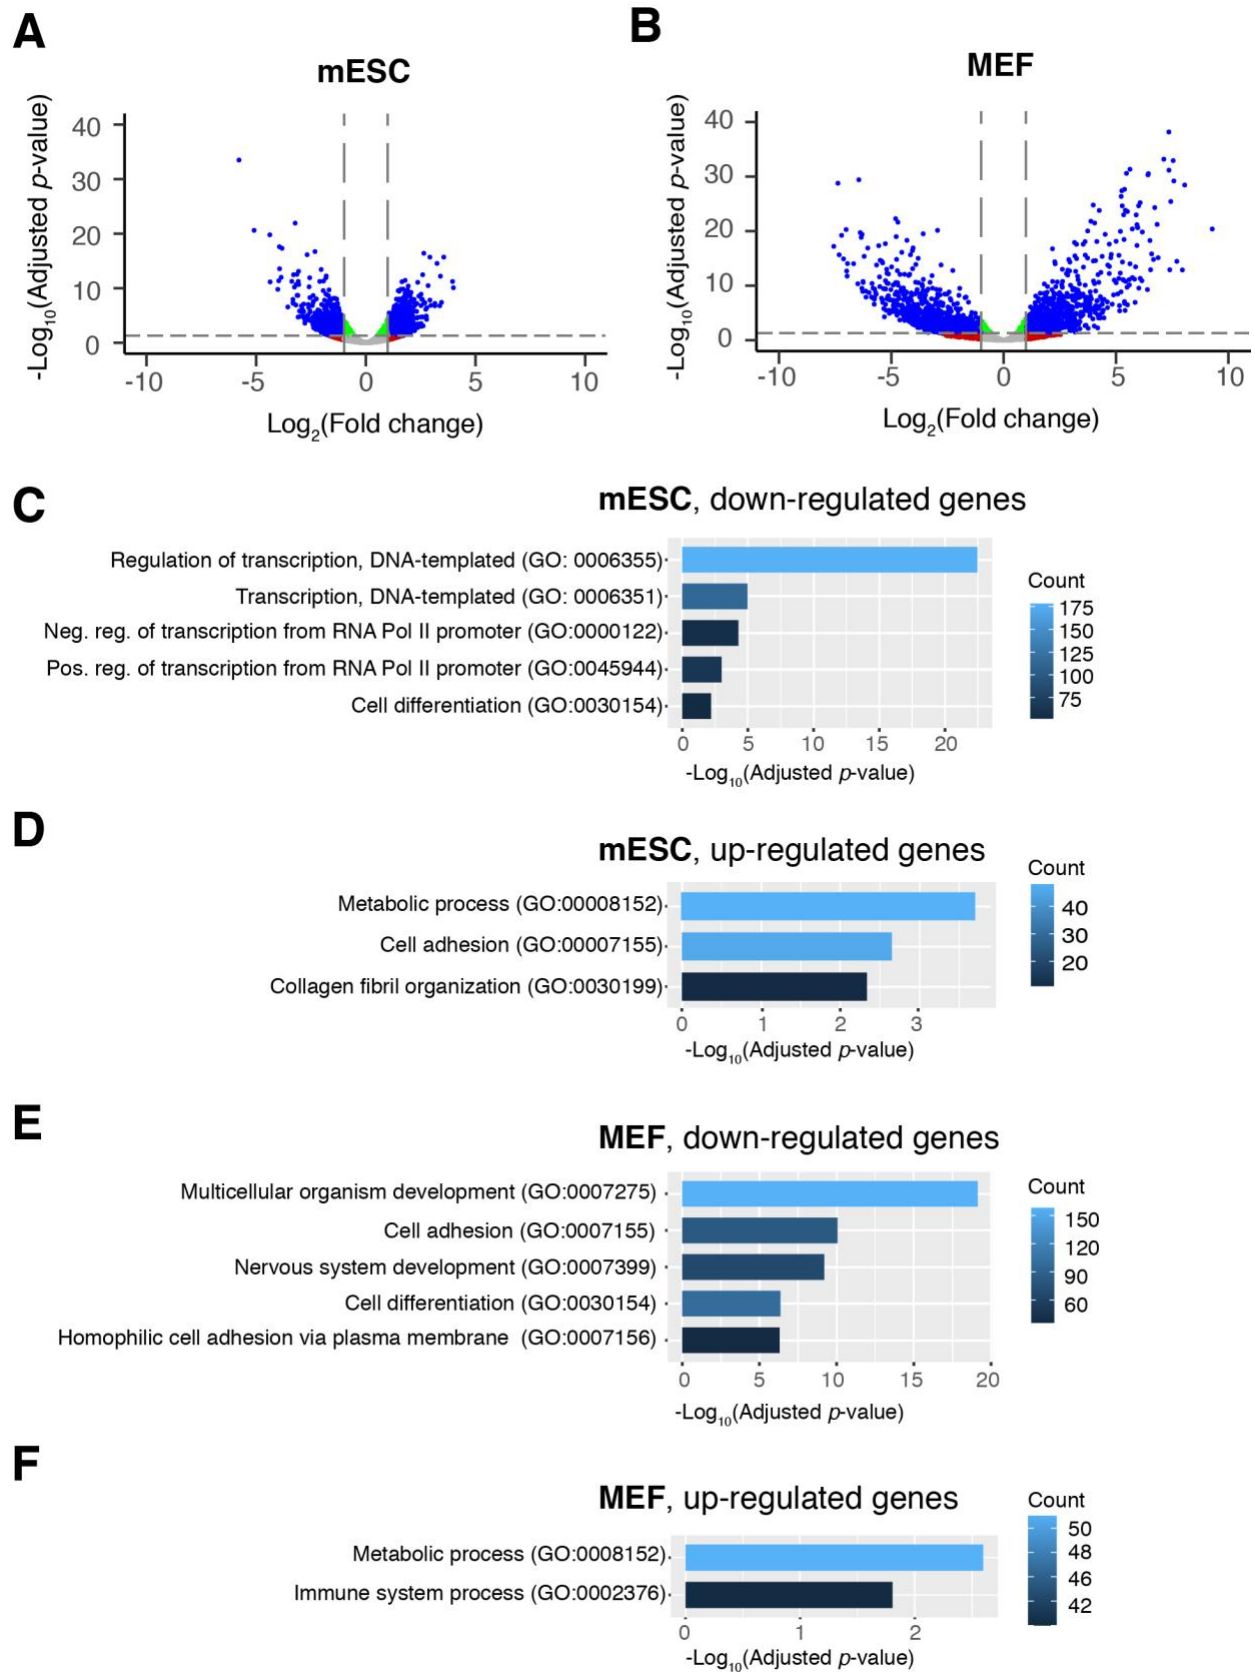

**Supplementary Figure 4**

**A-B.** Volcano plots comparing gene expression between *Atxn7l3*<sup>-/-</sup> and WT control mESCs (A) and MEFs (B). Blue dots correspond to significantly differentially expressed genes with adjusted *p*-values  $\leq 0.05$  and absolute  $\log_2(\text{Fold change}) \geq 1$ . 

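In MEFs, 1288 expressed genes had an adjusted p of 0.05 or less (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), of which 75 changed less than 2-fold, while 2999 changed at least 2-fold without reaching that adjusted p. In mESCs, 965 expressed genes reached it, of which 132 changed less than 2-fold, and 2615 changed at least 2-fold without reaching it.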

Green dots indicate genes with adjusted *p*-values  $< 0.05$  and absolute  $\log_2(\text{Fold change}) < 1$ . Red dots indicate genes with adjusted *p*-values  $> 0.05$  and absolute  $\log_2(\text{Fold change}) > 1$ . Grey dots indicate adjusted *p*-values  $> 0.05$  and absolute  $\log_2(\text{Fold change}) < 1$ . **C-F.** Gene ontology (GO) analyses of differentially expressed genes both in *Atxn7l3*<sup>-/-</sup> mESCs, and *Atxn7l3*<sup>-/-</sup> MEFs versus WT controls. Results of gene ontology analyses carried out using DAVID bioinformatics resources 6.8 to identify differential gene-function categories (as indicated). Significantly enriched GO terms ( $-\log_{10}$  adjusted *p* value  $< 0.05$ ) in biological processes are shown. The number of genes enriched in each GO category is also shown.

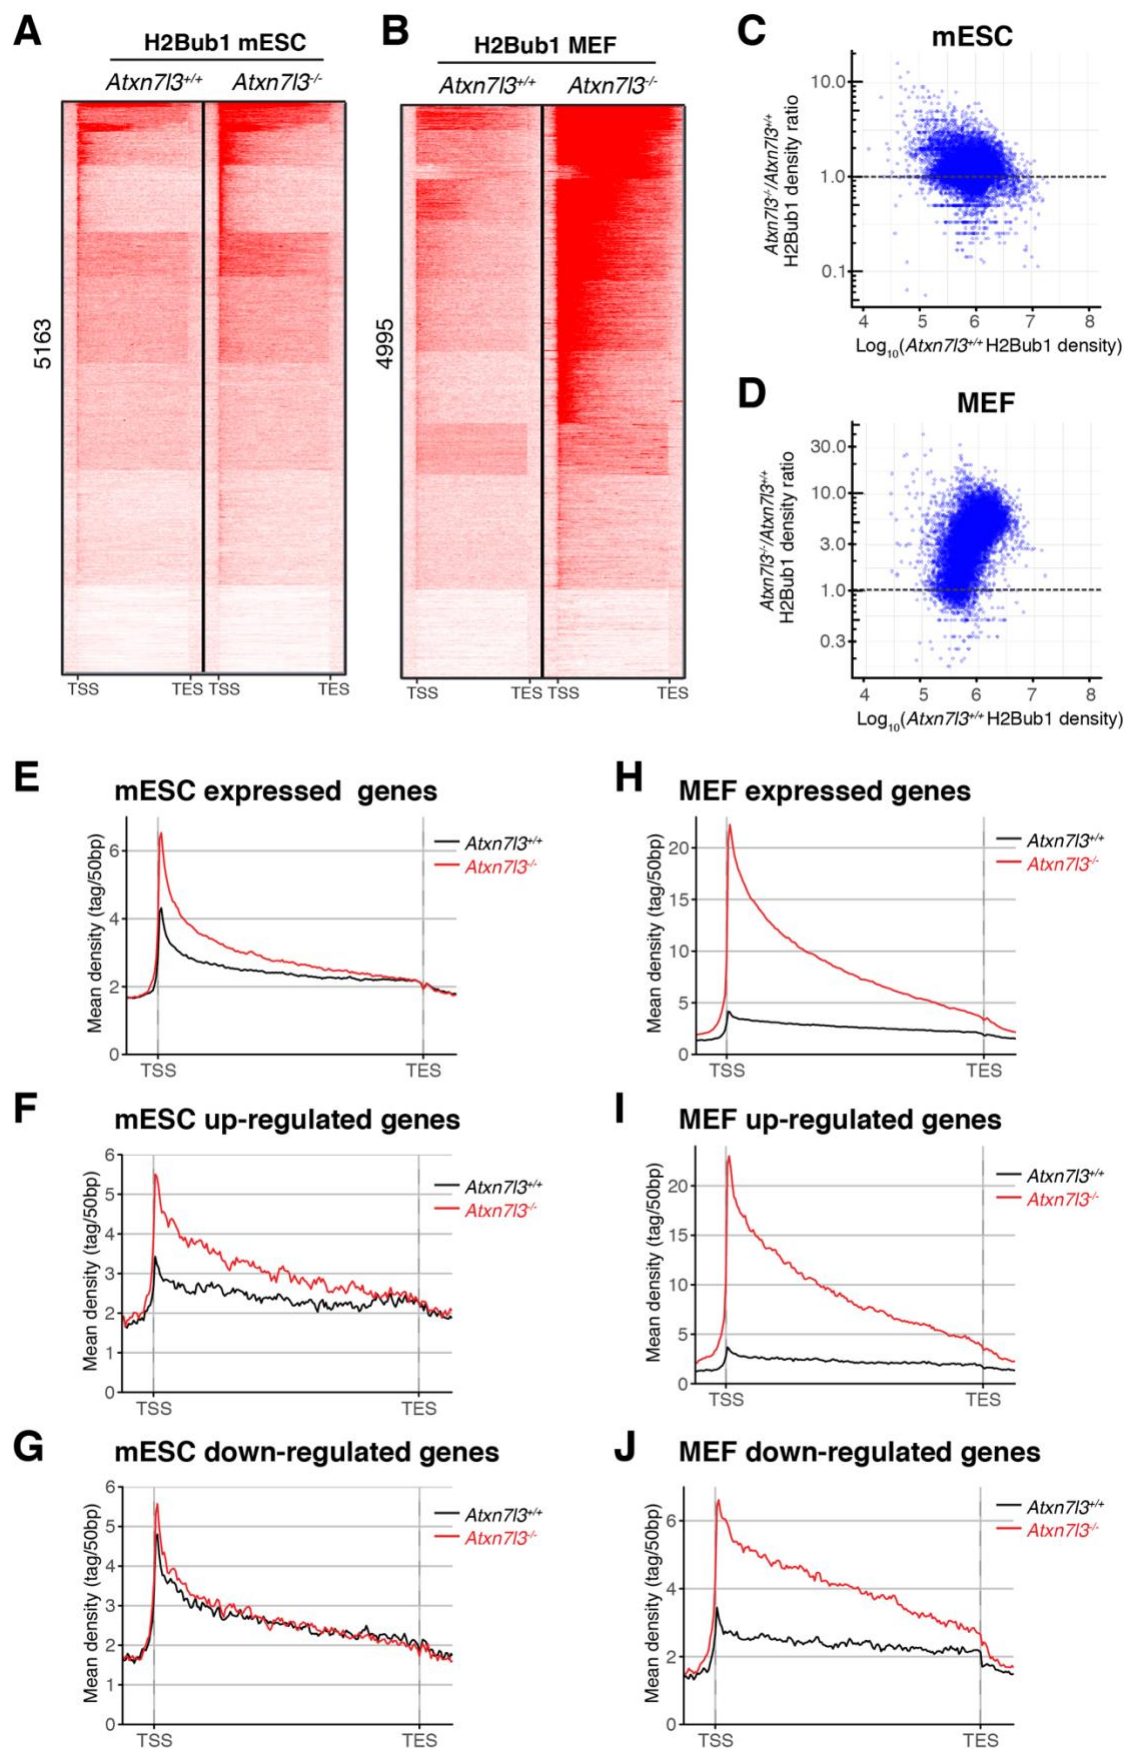

## Supplementary Figure 5

**A-B.** Heat maps showing the distribution of H2Bub1 on gene bodies of 5163 expressed transcripts in mESCs (A) and 4995 expressed transcripts in MEFs (B). Upstream of the TSSs -5 kb and downstream of the TESs +5 kb extensions were analyzed in the panels, and neighboring gene units which overlapped with these regions were removed from the expressed gene lists. **C-D.** Scatter plots representing H2Bub1 densities in WT cells relative to *Atxn7l3*<sup>-/-</sup> mESC (C) and MEF (D). From 16269 expressed transcripts in mESCs, 15467 expressed transcripts containing at least 1 read were selected (C; blue dots). From 15084 expressed transcripts in MEF cells, 14500 expressed transcripts containing at least 1 read were selected (D; blue dots). **E-G** Average metagene profiles showing H2Bub1 distribution on gene bodies of 5163 expressed, 301 up-regulated and 368 down-regulated transcripts in mESCs (from -5kb upstream of the TSS to +5 kb downstream of the TES, and as in (A and B) neighboring gene units, which overlapped with these extended gene regions were removed). **H-J** Average metagene profiles showing H2Bub1 distribution on gene bodies of 4995 expressed, 517 up-regulated and 624 down-regulated transcripts in MEFs (from -5kb upstream of the TSS to +5 kb downstream of the TES, and as in (A and B) neighboring gene units, which overlapped with these extended gene regions were removed).

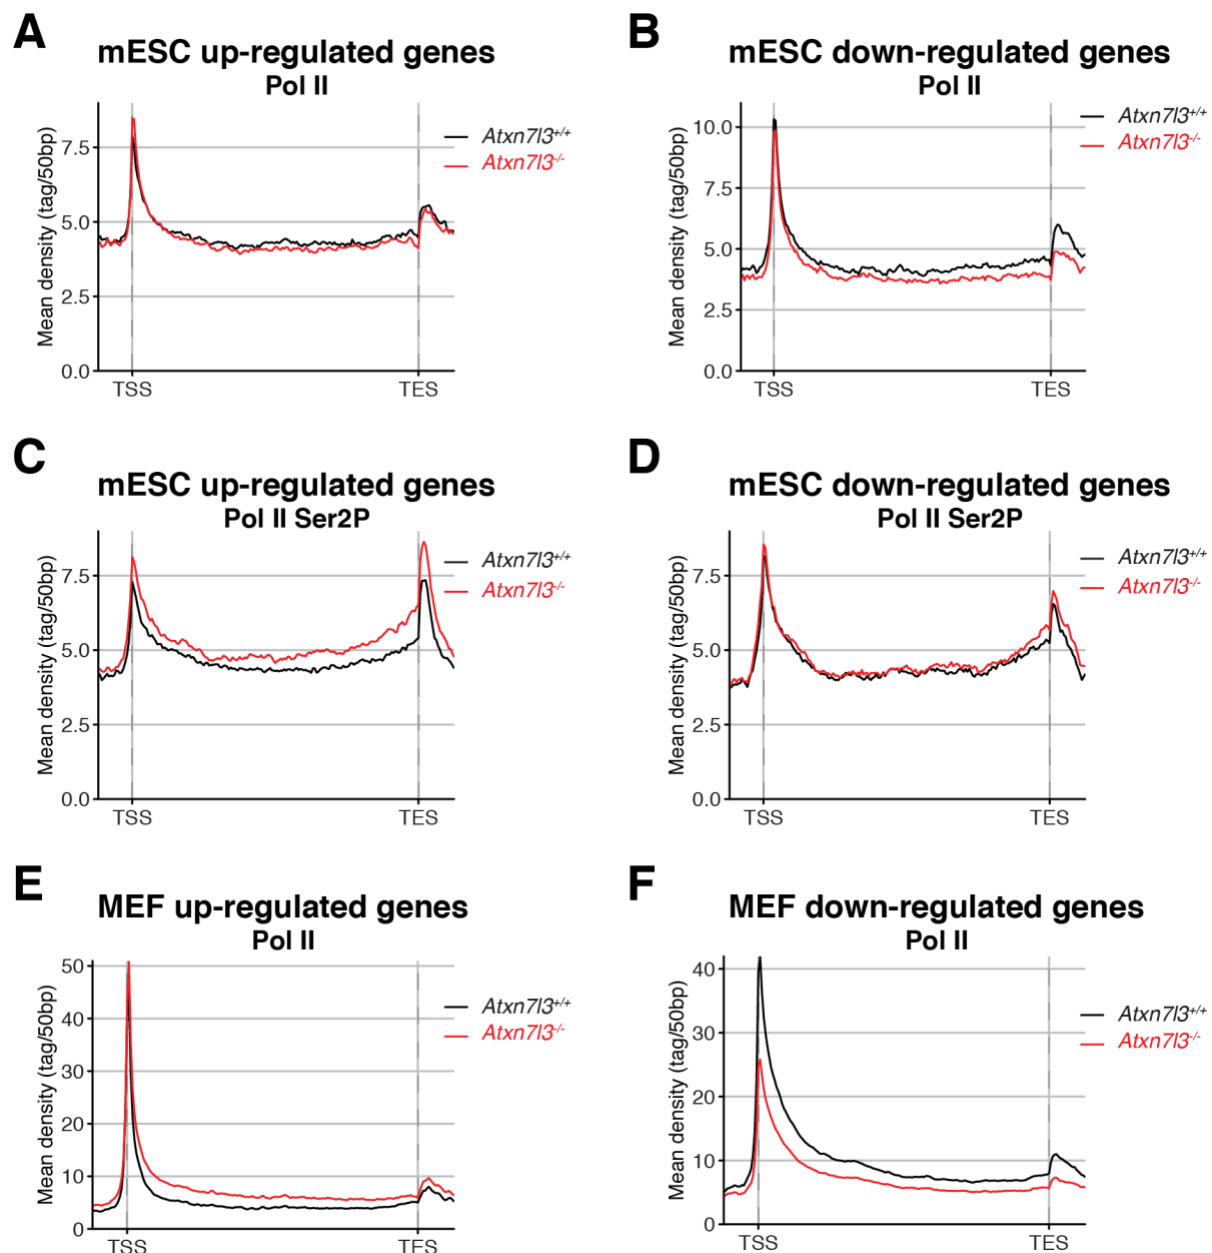

**Supplementary Figure 6**

**A-D.** Average metagene profiles showing Pol II (A and B) and Pol II-Ser2P (C and D) distribution on gene bodies of 1116 up-regulated and 810 down-regulated transcripts in mESCs (from -5kb upstream of the TSS to +5 kb downstream of the TES). **E-F.** Average metagene profiles showing Pol II distribution on gene bodies of 1185 up-regulated and 1555 down-regulated transcripts in MEFs (from -5kb upstream of the TSS to +5 kb downstream of the TES).

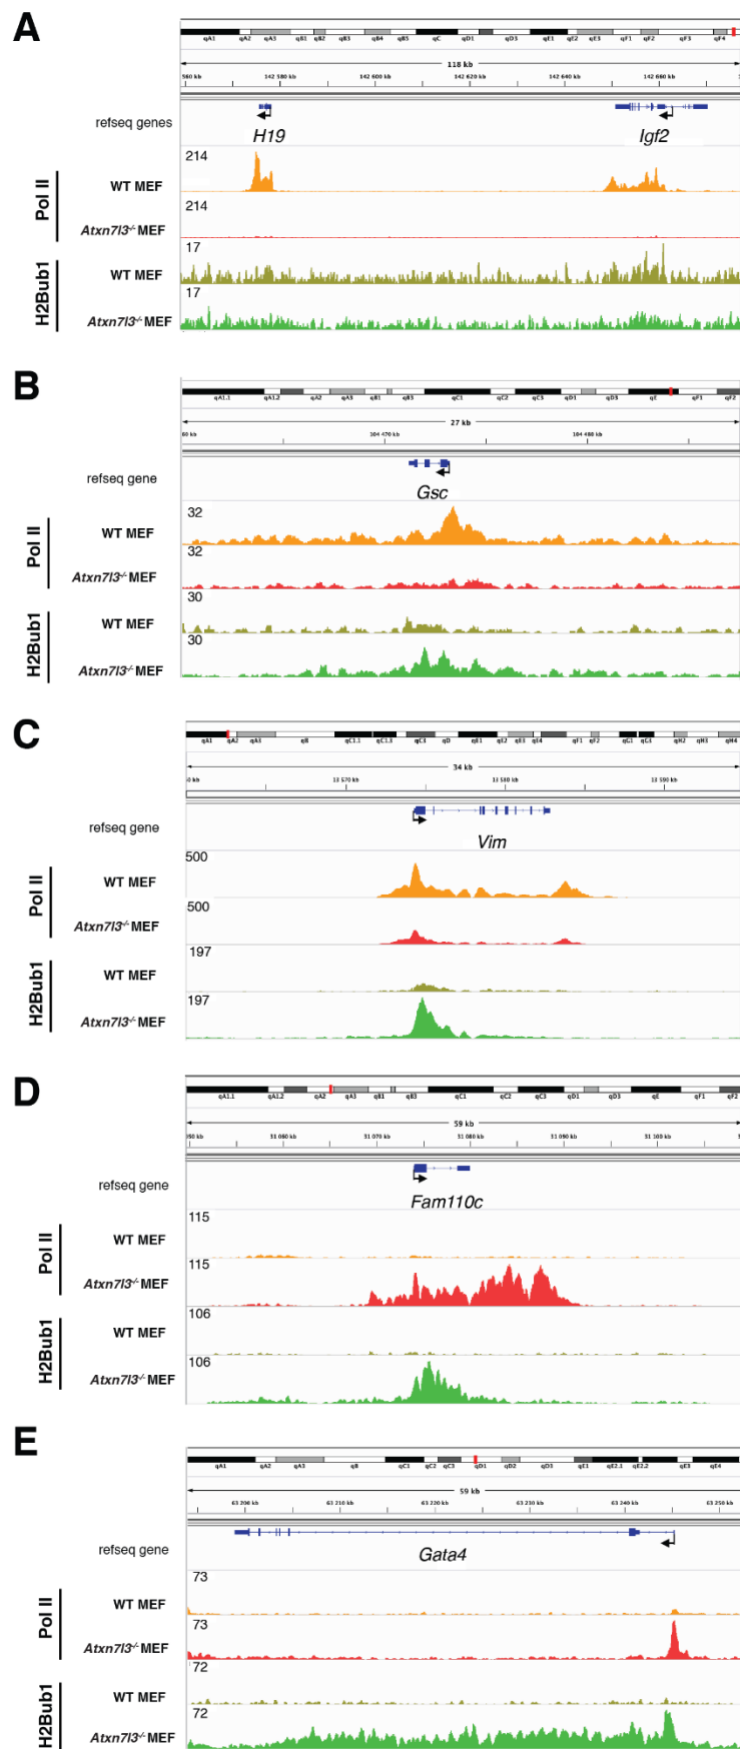

## Supplementary Figure 7

**A-E.** H2Bub1 and Pol II binding profiles are shown at five selected genes in MEFs using the IGV genome browser. Direction of the transcription is indicated by arrows. Scaled tag densities for each gene are indicated on the left.

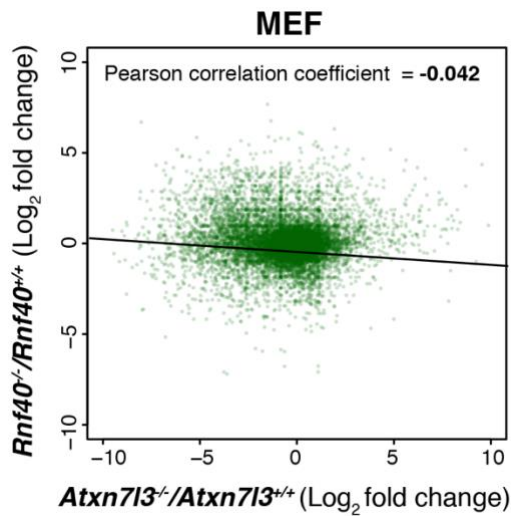

### Supplementary Figure 8

Comparison of affected transcripts (in log<sub>2</sub> fold change) in *Atxn7l3<sup>-/-</sup>/Atxn7l3<sup>+/+</sup>* MEFs (our study) versus *Rnf40<sup>-/-</sup>/Rnf40<sup>+/+</sup>* MEFs<sup>2</sup>. Each dot represents one gene. The linear regression line and the Pearson correlation coefficient are indicated.

### References

1. Hutchins AP, Yang Z, Li Y, He F, Fu X, Wang X, *et al.* Models of global gene expression define major domains of cell type and tissue identity. *Nucleic Acids Res* 2017, **45**(5): 2354-2367.
2. Xie W, Nagarajan S, Baumgart SJ, Kosinsky RL, Najafova Z, Kari V, *et al.* RNF40 regulates gene expression in an epigenetic context-dependent manner. *Genome Biol* 2017, **18**(1): 32.

156

157     **Supplementary Tables**

158

159     **Supplementary Table 1:** Primers used in the study

160     **Supplementary Table 2:** List of up- and down-regulated genes in mESC and MEFs

161     **Supplementary Table 3:** GO analysis Terms

162     **Supplementary Table 4:** Anti-H2Bub1 ChIP-seq counts in mESC and MEFs

163

164

How the deposited data were processed for this re-analysis (not part of the article)

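RNA-seq of WT and Atxn7l3−/− mESCs and of WT and Atxn7l3−/− MEFs was analysed from the tables that the authors deposited, 1 per cell type, which hold 5 mESC libraries (2 WT and 3 Atxn7l3−/−) and 6 MEF libraries (3 of each genotype). The paper describes 1 further WT mESC dataset that was excluded after principal component analysis, and that dataset was not analysed here. The authors extracted RNA, prepared TruSeq Stranded mRNA libraries, removed adapter, poly(A) and low-quality sequences, mapped the reads to mm10 with STAR and obtained raw read counts per gene. The counting tool, the gene annotation and the use of strand were not found in the paper's description of RNA-seq. As deposited, the normalized signal is the raw count divided by 1 DESeq2 size factor per library, given once as such and once divided by the median length of the gene's transcripts in kb. The deposited log2 fold changes and p-values, raw and Benjamini-Hochberg adjusted, are the authors' DESeq2 Wald test of Atxn7l3−/− against WT, and they were used only for comparison. Biological process terms of each gene were taken from the same deposited tables.

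Library totals ranged from 34515342 to 49602605 counts. In a library, 3 counts, taken as the floor, correspond to between 0.0605 and 0.0869 CPM, and a fold change against a group in which no library exceeds 3 counts was computed against that floor and is given as a lower bound. The tables list 31518 genes for mESCs and 29450 for MEFs, each once, and 411 of the mESC genes had no count in any library. Of the listed genes, 99.8% are in the GENCODE M21 annotation of mm10, and the coordinates were the same for 93.5% in mESCs and 93.2% in MEFs. Exon positions and the GC content of transcripts came from that annotation.

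Raw counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr, which left 17800 genes in mESCs and 15958 in MEFs, and normalized by TMM, and each cell type was fitted separately with edgeR's quasi-likelihood test of Atxn7l3−/− against WT. P-values were adjusted by the Benjamini-Hochberg method over the genes tested. A gene was counted as expressed when the median over all libraries of the cell type of the deposited normalized reads per kb was above 10, and as up- or down-regulated when it was expressed, its adjusted p was 0.05 or less and its log2 fold change was at least 1 in size. The effect in MEFs was set against that in mESCs by the interaction of cell type and genotype in 1 fit of all 11 libraries, over 19326 genes. Levels in CPM are normalized by TMM, with a prior count of 2 where logs were taken. Overlaps and biological process terms were tested by 2-sided Fisher's exact tests, the terms having 10 to 2000 genes in a background of expressed and tested genes. Lists of marker genes were tested with camera in limma 3.58.1, with an inter-gene correlation of 0.01. Principal components were taken over 500 genes. H2Bub1 reads over gene bodies came from the paper's supplementary tables and were used as log2 ratios with a pseudocount of 1 for genes with at least 10 reads, from the first 1998 genes listed for each cell type. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures with matplotlib 3.10.9.

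Replicates are numbered 1 to 3 in the labels of each genotype, and the pairing used in the fits with a replicate block comes from these numbers alone. The paper derives each line from its own blastocyst or embryo, so same-numbered libraries are different animals. Deviations from the group means correlated between same-numbered libraries in MEFs, but chance could not be excluded with so few pairings. Block results are therefore given beside the others there.

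The text names the genes that the paper names where a passage is about them, Atxn7l3 and the other genes of the DUB module and of the H2B ubiquitin ligase, in each cell type the 3 genes with the largest log2 fold change in each direction among selected genes whose WT and Atxn7l3−/− libraries do not overlap, in each overlap the 3 genes with the largest smaller absolute log2 fold change of the 2 cell types, and members of the marker lists. These rules, the tests above and the alternatives were chosen before the data were examined, except the GC corrections. The alternatives were RLE and upper-quartile normalization, no filter, a filter of 10 counts in every library, DESeq2 1.42.0 with and without shrunk fold changes, a test against a 2-fold change, the replicate block, removal of genes on X and Y, 1 fit of all 11 libraries, other expression thresholds and backgrounds, camera with an estimated correlation, and leaving out each library in turn. In the GC corrections, chosen after seeing the data, each library's smooth trend of log counts over GC content (lowess span 0.3) was taken out, without and with the replicate block.

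The fits were tested on simulated counts drawn from the libraries' own means and sizes with 200 genes changed. edgeR recovered 169 of them (84.5%) with 13 false calls among 17800 genes in mESCs, and 107 (53.5%) with 4 false calls among 15958 genes in MEFs. With the block it recovered 149 and 80. The simulated counts held no replicate effect. Recovery with the block, here and below, therefore does not measure its use where such an effect exists. DESeq2 recovered 184 with 66 false calls in mESCs and 174 with 84 false calls in MEFs. When a GC trend was added to the counts, false calls numbered 448 in mESCs and 36 in MEFs, and 15 and 5 after the correction. The interaction test recovered 185 of 363 genes (51%) over 14297 genes with 6 false calls. With the replicate block it recovered 84 (23.1%) with 4 false calls, and with DESeq2 262 (72.2%) with 43 false calls. With a GC trend in the Atxn7l3−/− MEF libraries edgeR's interaction test gave 52 false calls, and 7 after the correction. Fits that leave 1 WT mESC library give no test, so only log2 fold changes of single genes and expressed genes were taken from them. Counts per gene cannot place reads on exons, alleles or near-identical gene copies.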

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

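The tests on the Atxn7l3 reads of the Atxn7l3−/− MEFs, the comparisons of Hox and fibroblast genes, summed and singly, with the level of fibroblast RNA, and the GC corrections were chosen only after the result was seen.

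The effect of the genotype differed between the cell types for 2205 of 19326 genes (11.4%) by edgeR's interaction test, a difference between groups that the paper reaches by comparing lists. Library size does not separate the cell types enough to account for the larger changes in MEFs, since after thinning every library to 34515342 counts 201 genes in MEFs and 10 in mESCs still changed at least 32-fold. GC content does not account for the larger changes either, since 164 genes in MEFs and 12 in mESCs changed at least 32-fold after the GC correction, and 184 and 18 with the block added, against 192 and 11. Without genes on X and Y the numbers were 179 and 11. Replicate 3 of the WT MEFs alone among MEF libraries had Y-linked genes under 10 CPM (0.741 CPM). Without that library 88 genes in MEFs still changed at least 32-fold. A difference in sex between the MEF libraries therefore does not account for the larger changes there. In mESCs, effects of sex on genes outside X and Y were not tested. The log2 fold changes fell with GC content in MEFs (rho = −0.428 across genes) and rose with it in mESCs (rho = 0.18). By the interaction test, 1711 genes differed after the GC correction, and 1127 after the correction with the block, against 1381 with the block alone. The interaction test also took 1 dispersion per gene for both cell types, whose spreads may differ. The number of genes therefore depends on the model, and a biological difference between the cell types remains a hypothesis.

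Atxn7l3 itself was among these genes. Its log2 fold change was higher by 5.97 in MEFs than in mESCs (standard error 0.58, adjusted p = 0.000664 by edgeR's interaction test), because 1% of the WT level was left in Atxn7l3−/− mESCs and 59.9% in the MEFs labelled Atxn7l3−/−, whereas the paper reports no ATXN7L3 protein in either. If WT cells of the same kind made up the difference, other genes could not fall far below WT, but 142 genes of at least 10 CPM in WT MEFs were below 0.1 of the WT mean in all 3 Atxn7l3−/− libraries. Reads of the neighbouring gene Tmub2 would give both cell types a similar ratio of Atxn7l3 to Tmub2 reads, but the ratio was 27.3 times higher in Atxn7l3−/− MEFs than in Atxn7l3−/− mESCs. In mESCs it fell from a mean of 5.36 in WT to 0.0516. In MEFs it was 1.63 (1.52 to 1.72) in WT and 1.41 (1.31 to 1.53) in the libraries labelled Atxn7l3−/−, ranges that overlap, so relative to this neighbour Atxn7l3 fell less in MEFs than its own level shows. Tmub2 itself had a log2 fold change of −0.52 in MEFs (edgeR adjusted p = 0.152). Exons 1 and 13, outside the part flanked by loxP sequences, hold 74.1% of the transcript's length. The paper obtained the null allele with a FLP-recombinase strain and does not state which exons it lacks, and counts per gene cannot place reads on exons. A truncated RNA is therefore only a hypothesis, and the mESCs, described with the same allele, kept 1%, so it does not by itself account for the difference between the cell types. Cells of another kind that kept the gene and errors in the labels were not tested, and no biological explanation was tested. The difference is left unexplained.

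Among genes outside those the paper discusses, Hox genes were higher in Atxn7l3−/− mESCs, with a median log2 fold change of 1.06 (26 of 30 genes, camera of limma adjusted p = 0.000318, range 2.06e-06 to 0.61 over the alternatives, the highest with an estimated inter-gene correlation). Under the other scalings the median was between 1.01 and 1.06. Fibroblast genes were higher with a median of 1.96 (12 of 12 genes, camera adjusted p = 0.000492, range 8.9e-06 to 0.61), and between 1.91 and 2.32 under the other scalings and DESeq2. RNA from fibroblasts in the cultures may contribute to both. The 200 genes most specific to WT MEFs had a median log2 fold change of 0.534 in Atxn7l3−/− mESCs, above the largest median (0.302) of 10000 random lists of the same size, and 128 of them were higher, 5 of them selected as upregulated. Relative to WT MEFs the level of these genes was 0.39% and 0.591% in the WT mESC libraries and 0.911%, 1.53% and 0.94% in the Atxn7l3−/− ones, and across these genes the levels in Atxn7l3−/− mESCs correlated with those in WT MEFs with rho = 0.792, against 0.583 for WT mESCs. Col1a1 in mESCs had a log2 fold change of 2.54 (edgeR adjusted p = 0.0469) and Col3a1 in mESCs one of 3.13 (adjusted p = 0.0779). The GC trend in mESCs (rho = 0.18) was under the limit of 0.2 set for it. RNA of fibroblasts like the WT MEFs, at the level of those 200 genes, would add at most 8.7 CPM to the summed Hox genes of an Atxn7l3−/− mESC library, which exceeded the higher WT mESC library by 12.1 to 32.8 CPM, and at most 755 CPM to the summed fibroblast genes, which exceeded it by 898 to 3390 CPM. Fn1 made up 85.6% of the latter rise, so the sum does not describe the list. Gene by gene, with the highest WT MEF library as the source, such RNA reached the rise over the higher WT mESC library in all 3 Atxn7l3−/− libraries for 8 of the 12 fibroblast genes, Col1a2 and Col3a1 among them, and for 7 of the 26 higher Hox genes. Of the 12 fibroblast genes, 6 belong to the 200 that set the level, so their outcome is not independent of it. For 11 of the 26 Hox genes it reached the rise in no library. Hoxc13 (26.9%) and Hoxb13 (22%) made up the largest shares of the summed Hox rise. RNA of such fibroblasts therefore cannot be excluded as the source of the rise in most fibroblast genes. It does not reach the rise of Fn1, or that of most Hox genes in all 3 libraries, unless the fibroblasts differed from the WT MEFs. Whether the stem cells themselves expressed these genes was not tested.

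In the Atxn7l3−/− MEFs, epithelial and mesothelial genes were higher with a median log2 fold change of 6.70 (7 of 9 genes, camera of limma adjusted p = 1.75e-05, 9.47e-05 with the replicate block, range 2.82e-06 to 0.255 over the alternatives), and trophoblast genes with a median of 4.62 (2 of 3 genes, camera adjusted p = 0.0345, 0.0505 with the block, range 0.0167 to 0.258). With DESeq2, which also tests genes of low count, the median of the epithelial and mesothelial list was 2.81 over 13 genes and that of the trophoblast list was −0.47 over 10 genes, the opposite direction. Both lists lie outside the genes the paper discusses. Wt1 had a log2 fold change of 6.70 (edgeR adjusted p = 0.00594), Upk3b one of 7.76 (adjusted p = 0.00793), Msln one of 7.67 (adjusted p = 0.00594) and Krt7 one of 7.46 (adjusted p = 0.0062), with block values of 6.81, 8.13, 7.78 and 7.45. Cells of another lineage, such as mesothelium, in the Atxn7l3−/− cultures, where the paper describes clusters of round cells, are a candidate explanation, but the list's test describes the rise and does not tell whether such cells caused it. With the GC corrections 6 lists still passed in MEFs, so GC content alone does not account for them. A change of expression within fibroblasts cannot be told apart from a change in which cells grew, since each library is a mixture of all cells in a culture.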

How the results depend on the processing

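The GC corrections were the alternatives chosen only after the result was seen. Atxn7l3 in mESCs kept its direction and stayed below an adjusted p of 0.05 under the alternatives with a test (log2 fold change −7.31 to −5.78), and Atxn7l3 in MEFs kept its direction (−0.88 to −0.29) and stayed above it (adjusted p 0.0547 to 0.235). The numbers of expressed transcripts stayed within 1.5 times under the alternatives run.

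For the selected genes the cause of the following changes was not tested on the libraries themselves. On simulated counts with 200 changed genes, DESeq2 recovered 184 with 66 false calls in mESCs, against 169 with 13 for edgeR. In MEFs it recovered 174 with 84 false calls, against 107 with 4. The test against a 2-fold change recovered 120 in mESCs and 56 in MEFs. In mESCs, 491 upregulated and 342 down-regulated genes became 1045 and 739 without a filter, 1217 and 848 with DESeq2, 1109 and 800 with DESeq2's shrunk fold changes, 135 and 181 in 1 fit of all 11 libraries, and 0 and 1 in the test against a 2-fold change, where 1135 genes had an unadjusted p under 0.05. Without the expression threshold 607 genes were down-regulated. In MEFs, 693 and 520 became 1198 and 1562 with DESeq2, 1184 and 1551 with shrunk fold changes, and 212 and 148 against a 2-fold change. Down-regulated genes in MEFs numbered 320 with at least 10 counts in every library, 1073 with the replicate block, 1257 in 1 fit of all 11 libraries and 258 at an expression threshold of 100. Upper-quartile normalization moved the median log2 fold change of all expressed genes in MEFs from −0.02 to −0.13 and the share of upregulated genes from 57.1% to 49.2%, and was the one scaling to move a median by more than 0.1.

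The 11 genes changed at least 32-fold in mESCs became 4 with at least 10 counts in every library, 2 with shrunk fold changes, 1 against a 2-fold change, 20 with the replicate block, 18 with the block and GC correction, 5 in 1 fit of all 11 libraries, 95 without the expression threshold and 3 at a threshold of 100. The 192 in MEFs became 64 with at least 10 counts in every library and 86 at a threshold of 100. The cause was not tested.

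Of genes shared by both cell types, 14 down-regulated ones became 33 without a filter, 6 with at least 10 counts in every library, 78 with DESeq2, 74 with shrunk fold changes, 0 against a 2-fold change (1135 genes in mESCs at an unadjusted p under 0.05), 43 with the replicate block, 28 with the block and GC correction, 6 in 1 fit of all 11 libraries, 30 without the expression threshold and 3 at a threshold of 100. The 22 shared upregulated genes became 44 without a filter, 77 with DESeq2, 67 with shrunk fold changes, 0 against a 2-fold change, 36 with the block and 8 in 1 fit of all 11 libraries. Genes whose effect differs between the cell types numbered 4188 with DESeq2, 1381 with the block, 1711 with the GC correction and 1127 with the block and GC correction, against 2205. The cause was not tested.

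Of the 8 biological process categories the paper names, 5 passed, and 1 did so against a 2-fold change, where the lists of 1 and 0 annotated genes in mESCs could not have passed. The 32 down-regulated cell adhesion genes in MEFs became 51 without a filter, 90 with DESeq2, 15 against a 2-fold change, 63 with the replicate block and 52 with the block and GC correction. The 32 genes of Fig. 4A became 51, 88, 17 and 59 under the first 4 of these. Of the marker lists, 3 passed in mESCs and 6 in MEFs. With an inter-gene correlation estimated from the data these became 0 and 0 (1 and 0 at an unadjusted p under 0.05), and in mESCs 5 lists passed with the block and 5 with the block and GC correction. The cause was not tested.

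Fits that each left out 1 library moved most counts, the cause again not tested. Upregulated genes in mESCs ranged from 0 to 794 and down-regulated ones from 3 to 728 over the 3 fits without an Atxn7l3−/− library, with 3 to 18 genes at 32-fold. The lowest counts came without replicate 1 of the Atxn7l3−/− mESCs, where 3328 expressed genes had an unadjusted p under 0.05. In MEFs, over 6 fits, the ranges were 118 to 885 upregulated, 68 to 897 down-regulated and 88 to 268 at 32-fold. Shared genes ranged from 0 to 22 (down) and 0 to 31 (up), genes with a different effect from 887 to 3140, categories that pass from 2 to 7, down-regulated cell adhesion genes from 8 to 58 and genes of Fig. 4A from 9 to 42. Leaving out a WT mESC library leaves 1, so no selection of genes was made there.

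Some single genes far from the threshold changed sign. Pou5f1 in mESCs (0.20) became −0.00225 and Tfcp2l1 in mESCs (0.11) became −0.0487 with the block and GC correction. Atxn7l1 in mESCs (0.14) became −0.0724 with the block and −0.156 with the block and GC correction, and ranged from −0.0661 to 0.299 over the fits without 1 library. Usp22 in MEFs (−0.06) became 0.188 with the GC correction and 0.188 with the block added, and ranged from −0.0782 to 0.0102 over the fits without 1 library. Rnf20 in MEFs (0.20) became −0.0330 and −0.0210, and Rnf40 in MEFs (−0.33) became 0.103 and 0.105, under the same 2 corrections. H19 in MEFs (−2.05) ranged from −4.29 to 0.72 and Usp27x in MEFs (0.18) from −0.0929 to 0.54 over the fits without 1 library. The cause was not tested. Of the other results for single genes, 76 fell above the threshold, 24 came below it, 7 without a test moved by more than the replicates' SD and 1027 kept their direction and side.

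In mESCs the deviations of same-numbered libraries correlated with a mean r of −0.0821, against 0.0411 for other pairs, and the block gave 658 upregulated and 457 down-regulated genes, 663 of them shared with the 833 selected without it. Deviations cancel within each genotype, so the mean r of other pairs largely follows from that of same-numbered pairs. Sequencing depth limits statements on absent RNA to the floor of 3 counts.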

Differences from the paper's values

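The GC corrections were chosen only after the result was seen. Under the same thresholds the authors' deposited DESeq2 values give the paper's counts at 2-fold and at 32-fold (2 genes in mESCs and 151 in MEFs). The gaps in these counts therefore lie in the fit and test, not in the thresholds. In mESCs the paper counts 1116 upregulated genes against 491 here, and 810 down-regulated genes against 342. Of the alternatives set before the data were examined, upregulated genes came within 1.5 times of the paper's number without a filter (1045), with DESeq2 (1217), with DESeq2's shrunk fold changes (1109) and without replicate 2 of the Atxn7l3−/− mESCs (794). Down-regulated genes did so under the same 4 (739, 848, 800 and 728) and without the expression threshold (607). In MEFs the paper counts 1185 upregulated genes against 693 and 1555 down-regulated genes against 520. The former was approached without a filter (832), with DESeq2 (1198), with shrunk fold changes (1184), in 1 fit of all 11 libraries (1037) and without replicate 3 of the Atxn7l3−/− MEFs (885). The latter was approached with DESeq2 (1562), with shrunk fold changes (1551), with the replicate block (1073) and in 1 fit of all 11 libraries (1257). The other alternatives did not close these gaps.

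The paper gives 2 genes changed at least 32-fold in mESCs, against 11 here. Shrunk fold changes gave 2, an expression threshold of 100 gave 3 and leaving out replicate 1 of the Atxn7l3−/− mESCs gave 3, and the other alternatives left the gap. Genes down-regulated in both cell types number about 74 in Fig. 3D, read by eye, against 14 here, and were 78 with DESeq2 and 74 with shrunk fold changes. Genes upregulated in both number about 68 in Fig. 3E, read by eye, against 22 here, and were 77 and 67 under the same settings. Genes down-regulated at least 4-fold in MEFs number about 920 in Fig. 3C, read by eye, against 419 here, and were 974 with DESeq2, 922 with shrunk fold changes, 762 with the replicate block and 809 in 1 fit of all 11 libraries. None of the other alternatives set before the data were examined came within 1.5 times of these.

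The paper's supplementary table of biological process terms counts more genes in each of 6 categories. In MEFs it lists 51 upregulated genes in metabolic process against 25 here (35 without a filter, 47 with DESeq2, 34 without replicate 3 of the Atxn7l3−/− MEFs), 81 down-regulated genes in cell adhesion against 32 (90 with DESeq2, 63 with the replicate block, 58 without replicate 3) and 158 in multicellular organism development against 47 (136 with DESeq2). In mESCs it lists 46 upregulated genes in cell adhesion against 21 (40 without a filter, 44 with DESeq2, 33 with the block), 52 down-regulated genes in cell differentiation against 21 (44 without a filter, 45 with DESeq2, 35 without replicate 2) and 178 in regulation of transcription against 91 (160 without a filter, 198 with DESeq2, 120 without the expression threshold, 208 without replicate 2). The other alternatives did not close these gaps.

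Col14a1 is given as down-regulated in MEFs by the paper. Col14a1 in MEFs had an edgeR adjusted p of 0.0807 here, over a range of 0.00243 to 0.177, and was selected without a filter (0.0446), with DESeq2 (0.00246), with shrunk fold changes (0.00243), with the replicate block (0.0422), in 1 fit of all 11 libraries (0.0253) and without replicate 1 of the Atxn7l3−/− MEFs (0.00735). The paper names cell differentiation and cell adhesion among the enriched categories of mESCs and metabolic process among those of MEFs, and their exact tests had adjusted p-values of 0.473, 0.138 and 0.975 here. Cell differentiation (range 0.00339 to 1) passed with the block (0.0412), without replicate 3 of the Atxn7l3−/− mESCs (0.0168) and with the block and GC correction, chosen after seeing the values (0.00339). Cell adhesion in mESCs (range 0.000445 to 1) passed without a filter (0.00146), with DESeq2 (0.000511), with the block (0.000445), without replicate 3 (0.0497) and with the block and GC correction, chosen after seeing the values (0.00563). In mESCs the block fits and the fit without replicate 3 do not separate sex from genotype. Cell differentiation passed in no other fit. Metabolic process in MEFs (range 0.362 to 1) passed under none of the alternatives run. The paper describes most cell adhesion genes as down-regulated in MEFs, and 32 of the 353 annotated ones were selected here, 90 with DESeq2, while 244 had a negative log2 fold change. The paper shows no ATXN7L3 protein in Atxn7l3−/− MEFs, and the RNA of the gene stood at 59.9% of WT in the libraries labelled so.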

Other observations

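The tests of the 2-cell gene families and the GC corrections were chosen only after the result was seen.

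Other splits of the libraries were fitted in the same way. In mESCs, 1 of the 10 splits into 2 and 3 libraries, the real one, gave as many selected genes. The other 9 gave 0, with at most 3288 expressed genes at an unadjusted p under 0.05, against 4505. In MEFs, 1 of the 4 splits that part all 3 same-numbered pairs gave as many, again the real one, and the others gave 0, as did the 6 splits that part 1 pair (at most 1496 genes at an unadjusted p under 0.05, against 4602). The designs cannot give a share under 0.1 and 0.25, so this comparison could not have excluded a grouping of the libraries by chance, whatever its outcome.

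Log2 fold changes followed the GC content of transcripts in MEFs, with rho = −0.428 across expressed genes without and with the replicate block, and −0.0147 after the correction. Among MEF libraries the correlation of a gene's level with GC content, relative to the mean of all, was 0.0837, 0.419 and 0.374 in WT and −0.417, −0.447 and −0.0111 in Atxn7l3−/−. Because the sign follows the genotype in all 6, a bias of library preparation cannot be told apart from a change in genes of low GC content. Of the 1213 genes selected in MEFs, 853 remained after the correction and 827 after the correction with the block. In mESCs rho was 0.18 (0.123 with the block), with values of −0.172 and −0.152 in WT and 0.118, −0.118 and 0.258 in Atxn7l3−/− libraries. Transcript length showed rho = −0.129 in mESCs and 0.0667 in MEFs, under the limit of 0.2 set for a length bias.

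Chromosome 11 around Atxn7l3 would hold more selected genes if DNA of the parental strain linked to the targeted locus changed them. Within 20 Mb, 39 of 595 genes (6.55%) were selected in mESCs against 5.17% elsewhere (Fisher's exact test, p = 0.133, adjusted p = 0.133), and 55 of 542 (10.1%) in MEFs against 8.06% (p = 0.0919, adjusted p = 0.133). Neither test passes.

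The libraries differ in sex. Summed Y-linked genes exceeded 10 CPM in 2 of 2 WT and 1 of 3 Atxn7l3−/− mESC libraries (164.4 and 398.2 CPM, and 8.08, 1.52 and 490.8 CPM), and in 2 of 3 WT and 3 of 3 Atxn7l3−/− MEF libraries (346.8, 165.9 and 0.741 CPM, and 369.6, 476.7 and 366.1 CPM). Xist stood at 300.2 CPM in replicate 3 of the WT MEFs. In mESCs it stood at 10.95 and 25.3 CPM in the WT libraries and at 58.3, 51.0 and 2.80 CPM in the Atxn7l3−/− ones. Sex therefore does not separate the genotypes completely in either cell type. In the mESC fit with the replicate block it does, since replicate 3 of the Atxn7l3−/− mESCs has no WT partner there. It also does in the mESC fit without that library. Of the selected genes, 44 in mESCs and 65 in MEFs lie on X and 0 on Y, and without X and Y the counts were 516 up and 369 down in mESCs and 675 up and 491 down in MEFs.

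The paper's supplementary H2Bub1 reads over gene bodies were set against the RNA changes, across genes. The first 1998 genes of the table of each cell type were read, and the rest of each table was not analysed here. In mESCs rho was 0.101 over 1797 genes, with a median log2 ratio of H2Bub1 of 0.334 and 79.1% of genes higher. In MEFs rho was 0.208 over 1865 genes, with a median of 1.92 and 96.5% higher. These medians and shares depend on how reads are scaled between libraries. The paper, which scaled H2Bub1 reads by intergenic regions, reports larger increases over transcribed genes in both cell types. The cause of this gap was not examined. In MEFs the median log2 ratio of H2Bub1 was 1.98 for 88 upregulated and 0.692 for 61 down-regulated genes, and in mESCs 0.306 for 45 and 0.135 for 53. The rho of MEFs lies just above the limit of 0.2 set for a change in RNA that follows H2Bub1. The paper's H2Bub1 ChIP-seq had no replicate in either genotype, so the spread of this rho between libraries is unknown. Among genes changed less than 2-fold in RNA, rho was 0.0362 in MEFs and 0.043 in mESCs, where the narrower range of changes by itself lowers rho. H2Bub1 that follows transcription may give the same rho, and the 2 cannot be told apart by it.

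In Atxn7l3−/− MEFs, several lists of lineage genes were lower. Neural genes had a median log2 fold change of −3.21 (10 of 10 lower, camera of limma adjusted p = 1.9e-05, 1.17e-05 with the replicate block, range 5.95e-06 to 0.255 over the alternatives), Hox genes −1.92 (30 of 34, adjusted p = 3.54e-05, 1.21e-05 with the block, range 1.31e-06 to 0.378), skeletal muscle genes −4.72 (9 of 9, adjusted p = 3.97e-05, 6.98e-05 with the block, range 7.05e-06 to 0.255) and cartilage genes −5.39 (7 of 7, adjusted p = 0.000149, 0.000598 with the block, range 3.67e-05 to 0.281). The highest values came with an estimated inter-gene correlation. Under the other scalings and DESeq2 the median was between −2.02 and −1.92 for Hox genes, −3.39 and −3.21 for neural genes, −4.81 and −4.71 for muscle genes and −5.72 and −5.39 for cartilage genes. Sox10 was at least 166-fold lower (edgeR adjusted p = 0.0168). Cells of other lineages in the WT cultures are a candidate explanation, but the lists' tests describe the fall and do not tell such cells apart from a loss of expression. Fibroblast genes had a median of −0.42 (5 higher and 9 lower, camera adjusted p = 0.883, 0.711 with the block, range 0.149 to 0.983).

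Genes of the 2-cell-like state were lower in Atxn7l3−/− mESCs, with a median log2 fold change of −5.29 (15 of 15 genes, camera of limma adjusted p = 8.51e-17, range 3.74e-18 to 0.25 over the alternatives). If reads were split differently between near-identical copies, the sums over families would not move, but 4 of 4 families had a lower sum in each Atxn7l3−/− library. The sums were 12.4 to 15 CPM in WT against 0.0715 to 0.331 CPM for Zscan4, 1.92 to 2.58 against 0.0238 to 0.0791 for Tcstv, 11.9 to 17.8 against 0.237 to 0.661 for Usp17l and 0.656 to 1.29 against 0 to 0.0715 for Tdpoz. Zscan4d was at least 71.6-fold lower. A smaller share of cells in that state is a candidate explanation, offered as a hypothesis from the same data that showed the pattern, and with 2 WT libraries it cannot be told apart from a difference between these cultures.

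Pluripotency genes had a median log2 fold change of −0.36 in Atxn7l3−/− mESCs (2 higher and 4 lower, camera of limma adjusted p = 0.346). By edgeR's test, Klf4 in mESCs had −0.54 (adjusted p = 0.176), Nanog in mESCs −0.70 (adjusted p = 0.191), Esrrb −0.18 (adjusted p = 0.603) and Tfcp2l1 0.11 (adjusted p = 0.767). Nanog in mESCs passed without replicate 2 of the Atxn7l3−/− mESCs (−1.06, adjusted p = 0.048, range 0.048 to 0.375), as did Klf4 in mESCs (−0.76, adjusted p = 0.0488, range 0.0488 to 0.436).

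Of the other genes of the DUB module and the ubiquitin ligase, Usp51 in MEFs had a log2 fold change of −2.27 (edgeR adjusted p = 0.186), or −2.54 (adjusted p = 0.0469) with the replicate block. It was below the expression threshold there, and was selected in neither fit. In MEFs, Atxn7 (0.90, edgeR adjusted p = 0.11; 0.12 with the block), Atxn7l1 (0.94, adjusted p = 0.101; 0.128 with the block), Eny2 (0.58, adjusted p = 0.172; 0.116 with the block) and Usp22 (−0.06, adjusted p = 0.824; 0.828 with the block) were not selected. In mESCs, Rnf40 (−0.60, edgeR adjusted p = 0.0736) and Usp27x (0.98, adjusted p = 0.157) had the smallest adjusted p-values among these genes, Atxn7l3 excepted.

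The RNA of the genes whose ChIP signal is drawn in Supplementary Fig. S7 was read in MEFs. Fam110c rose from 3.20 ± 1.71 to 327 ± 116 CPM (SD, n = 3 each), a log2 fold change of 6.67 (edgeR adjusted p = 0.0062), or 6.73 (adjusted p = 0.0156) with the replicate block. H19 in MEFs had −2.05 (edgeR adjusted p = 0.395), or −1.88 (adjusted p = 0.122) with the block, and passed under none of the alternatives run. Igf2 in MEFs had −3.61 (edgeR adjusted p = 0.126), or −4.14 (adjusted p = 0.017) with the block, and also passed with DESeq2 with and without shrunk fold changes (0.0101 for both), in 1 fit of all 11 libraries (0.044) and with the block and GC correction (0.029), over a range of 0.0101 to 0.267. Vim in MEFs had −1.21 (edgeR adjusted p = 0.121), or −1.26 (adjusted p = 0.0569) with the block, and passed with DESeq2 without (0.0461) and with shrunk fold changes (0.0458), over a range of 0.0458 to 0.312. Gsc was too low to be tested, with 1.27 CPM in WT and no count in Atxn7l3−/− libraries, at least 17.8-fold lower.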
